# Single-cell transcriptomic analysis of adult mouse pituitary reveals sexual dimorphism and physiologic demand-induced cellular plasticity

**DOI:** 10.1007/s13238-020-00705-x

**Published:** 2020-03-19

**Authors:** Yugong Ho, Peng Hu, Michael T. Peel, Sixing Chen, Pablo G. Camara, Douglas J. Epstein, Hao Wu, Stephen A. Liebhaber

**Keywords:** mouse pituitary, cellular plasticity, sexual dimorphism, single-cell RNA sequencing

## Abstract

The anterior pituitary gland drives highly conserved physiologic processes in mammalian species. These hormonally controlled processes are central to somatic growth, pubertal transformation, fertility, lactation, and metabolism. Current cellular models of mammalian anteiror pituitary, largely built on candidate gene based immuno-histochemical and mRNA analyses, suggest that each of the seven hormones synthesized by the pituitary is produced by a specific and exclusive cell lineage. However, emerging evidence suggests more complex relationship between hormone specificity and cell plasticity. Here we have applied massively parallel single-cell RNA sequencing (scRNA-seq), in conjunction with complementary imaging-based single-cell analyses of mRNAs and proteins, to systematically map both cell-type diversity and functional state heterogeneity in adult male and female mouse pituitaries at single-cell resolution and in the context of major physiologic demands. These quantitative single-cell analyses reveal sex-specific cell-type composition under normal pituitary homeostasis, identify an array of cells associated with complex complements of hormone-enrichment, and undercover non-hormone producing interstitial and supporting cell-types. Interestingly, we also identified a Pou1f1-expressing cell population that is characterized by a unique multi-hormone gene expression profile. In response to two well-defined physiologic stresses, dynamic shifts in cellular diversity and transcriptome profiles were observed for major hormone producing and the putative multi-hormone cells. These studies reveal unanticipated cellular complexity and plasticity in adult pituitary, and provide a rich resource for further validating and expanding our molecular understanding of pituitary gene expression programs and hormone production.

**Electronic supplementary material:**

The online version of this article (10.1007/s13238-020-00705-x) contains supplementary material, which is available to authorized users.

## Introduction

The pituitary is a key regulatory gland in mammals. Complex arrays of hormonal outputs from the pituitary play central roles in physiological pathways and a wide array of inherited and acquired pathological processes (Kelberman et al., 2009). These pathways impact post-natal growth, puberty, fertility, lactation, and metabolism. The pituitary contains a posterior lobe that comprises a direct extension of the central nervous system, and an anterior/median lobe (referred herein as anterior lobe) that is derived from oral ectoderm (Davis et al., 2013). The anterior pituitary contains cells that synthesize seven hormones: growth hormone (GH), prolactin (PRL), the β subunits of thyroid-stimulating hormone (TSHβ), luteinizing hormone β-subunit, (LHβ), and follicle-stimulating hormone β-subunit (FSHβ), as well as adrenocorticotrophic hormone (ACTH), and α melanocyte-stimulating hormone (α-MSH) (Fig. S1) (Zhu et al., 2007). Hormone synthesis and release from the anterior pituitary is coordinated by regulatory factors generated within signaling centers in the hypothalamus and transmitted to the pituitary via a dedicated hypothalamic-pituitary portal circulatory system (Vazquez-Borrego et al., 2018). A complete understanding of how these regulatory networks impact physiologic function requires unbiased and systematic analyses of cellular composition and relationships of cell lineages in the anterior pituitary as well as corresponding patterns of hormone gene expression.

The prevailing model of anterior pituitary structure and function is based predominantly on the assumption that each hormone is expressed from a discrete cell population (Zhu et al., 2007; Davis et al., 2013); i.e., seven hormones or hormone subunits are synthesized by a set of six distinct cell lineages (in this model the two gonadotrope hormone subunits, FSHβ and LHβ, are co-expressed from a single lineage) (Fig. S1). This discrete cellular model is primarily based on targeted immuno-histochemical and mRNA analyses of a handful marker genes. The varying sensitivities and specificities of these approaches (Nakane, 1970), their inductive nature, and their limited capacity to examine multiple hormonal expressions within single cells, suggest that the current model needs to be revisited by unbiased genome-wide approaches. In contrast, a more complex model of pituitary cell lineages and hormone expression has been suggested by previous reports of pituitary cells that express multiple hormones (Seuntjens et al., 2002a; Villalobos et al., 2004a, b). In addition, reports of pituitary cells with mitotic markers and factors linked to stem cell functions support complex models of pituitary dynamics linked to cellular expansion, *trans*-differentiation, and lineage plasticity (Andoniadou et al., 2013; Rizzoti et al., 2013; Cao et al., 2016). Thus, the current model of cell-type specific hormone expression in adult pituitary may not fully explain pituitary structure and functions in tissue homeostasis and the dynamic changes in hormone expression that occur in response to physiological stresses.

Recent advances in single cell technologies have enabled the comprehensive analysis of cell-type composition within a rapidly expanding array of tissues (Tanay and Regev, 2017). High-throughput single-cell RNA sequencing approaches, such as Drop-Seq and 10X Genomics platforms (Macosko et al., 2015; Zheng et al., 2017), can be used to effectively explore how defined cell lineages in various tissues respond to physiologic stresses and mediate specific functions. These comprehensive and unbiased approaches not only uncover cellular heterogeneity and novel cell types, but also reveal corresponding regulatory factors involved in lineage differentiation and function (Shekhar et al., 2016; Campbell et al., 2017; Chen et al., 2017; Hu et al., 2017).

In the current study, we have applied single cell RNA-seq methods (Macosko et al., 2015; Zheng et al., 2017), in conjunction with imaging-based *in situ* analysis of protein and RNA expression, to define the homeostatic as well as dynamic changes in cellular composition of the adult mouse anterior pituitary at single cell resolution. Our data are concordant with many aspects of the current model, most notably in the identification of individual cell clusters expressing specific pituitary hormones and the presence of sexual dimorphism in pituitary cell compositions. Interestingly, these data also reveal the presence of a putative population of multi-hormone expressing cells that can potentially contribute to the response of the pituitary to robust physiologic stresses linked to post-partum lactation and to stimulation by a hypothalamic regulatory factor. These analyses provide a comprehensive view of pituitary gene expression in adult pituitary and generate a rich resource for validating models of cell plasticity that underlie the capacity of the pituitary to respond to major physiologic demands.

## Results

### Comprehensive scRNA-seq analysis reveals both classical and less characterized hormone-producing cells

Studies of pituitary development and lineage differentiation have suggested a model in which each of six distinct hormone-producing cell-types expresses a corresponding polypeptide hormone (Fig. S1) (Zhu et al., 2007). The differentiation of these cells is controlled by transcription factors and signaling molecules (Kelberman et al., 2009). Multiple lines of genetic and biochemical evidence support that pituitary specific POU homeodomain transcription factor, POU1F1, serves a master regulator in driving terminal differentiation of cells expressing *Gh* (somatotropes), *Prl* (lactotropes), and *Tshb* (thyrotrope) (‘POU1F1-dependent lineages’; Fig. S1) (Camper et al., 1990; Li et al., 1990). The most compelling support for this function is the observation that loss of *Pou1f1* gene expression results in the combined loss of *Gh*, *Prl*, and *Tshb* gene expression in both mice (Camper et al., 1990; Li et al., 1990) and humans (Ohta et al., 1992; Radovick et al., 1992).

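Single-cell RNA from mouse pituitaries was counted in 10 libraries, 2 made on the 10X Genomics platform and 8 by Drop-seq, a method that captures single cells with barcoded beads in droplets. The 10X Genomics libraries came from an 8-week female and an 8-week male mouse. The Drop-seq libraries came from 8-week WT females (n = 2) and males (n = 2), 8-week females with the mt/hGhrh transgene (n = 1), a 13-week virgin female (n = 1) and 13-week lactating females (n = 2). The authors deposited the number of UMIs (molecules) counted for each gene symbol in each barcode, without normalization. Drop-seq reads had been mapped to mm10 and counted on exons of Gencode release vM13. The paper does not state the reference or the Cell Ranger version of the 10X Genomics counts. The 10X Genomics tables held 100000 barcodes each, empty droplets included, and the Drop-seq tables held 2500 to 6000. After the paper's filters on UMIs, genes and mitochondrial share, the 10X Genomics female and male kept 3920089 and 5080590 UMIs. The 4 WT Drop-seq libraries kept 960289 and 1723609 UMIs in females and 986421 and 2142136 in males. Median UMIs per kept cell were 1246 and 1028 in the 10X Genomics female and male, and lay between 534 and 784.5 in the Drop-seq libraries. Kept cells were clustered again for each platform with Seurat, canonical correlation alignment and the paper's settings, because the deposited tables hold no cell types. The 18 hormone and other genes that the paper names as changed between groups are called the compared genes. They were left out of the clustering, so that none of them shaped a cluster, although some served to name clusters. This choice was made after the clusters of the planned clustering, without 42 genes, had been seen, because that clustering did not separate Som, Mki67+ and Cort cells in the 10X Genomics libraries. Clusters were named only from markers fixed beforehand, and are called Lac-like, Som-like, Mult-like and so on, with clusters of the same name merged. The markers included Prl for Lac, Gh for Som, and Pomc for Mel and Cort. They also included Fshb, Lhb and Cga for Gona, and Tshb, Lhb and Cga for Mult. These names therefore rest partly on hormone genes, and levels of a hormone in the class it names are not independent of the name. Scrublet called 0 to 4 doublets per library, too few to be a working call, and no cell was removed as a doublet in the values given.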

To explore the full spectrum of pituitary cell composition in an unbiased manner, we employed single-cell RNA-seq technology to analyze pituitaries harvested from different genders, ages, and physiologic conditions (a total of 10 independent analyses) using both commercial 10X Genomics and in-house Drop-seq platforms (Fig. 1A). After excluding cells of low sequencing complexity (See METHODS and Table S1), the transcriptomes of 21,185 cells were retained for downstream analysis. 

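The UMI, gene and mitochondrial filters left 23432 cells, 3493 on the 10X Genomics platform and 19939 by Drop-seq. Of these, 21415 fell in a named class of pituitary cells, 2544 and 18871 on the respective platforms. In the 10X Genomics libraries, 1726 of 100000 barcodes were kept for the female and 1767 of 100000 for the male. Across the Drop-seq libraries, between 978 cells (8-week WT female, replicate 2) and 5256 cells (lactating, replicate 2) were kept. Among barcodes with at least 300 UMIs, those at or above the mitochondrial limit of 0.1 made up 37.1% in the mt/hGhrh library, 22.9% and 20.1% in the 10X Genomics female and male, and 6.94% to 18.8% in the 7 other Drop-seq libraries. Cells kept but left out of the classes, such as red blood cells, posterior lobe cells, unnamed clusters and barcodes set aside before clustering, made up 28.8% and 25.6% of the 10X Genomics female and male, 4.81% to 17.7% of the 8-week WT Drop-seq libraries, 2.40% to 2.95% of the 13-week libraries and 4.65% of the mt/hGhrh library. Those set aside before clustering, led by ribosomal pseudogenes or by genes of NK or T cells, were 6.08% and 8.77% of the 10X Genomics female and male, and 15.6% of Drop-seq female replicate 3, 10.6% of male replicate 2 and 6.19% of male replicate 3.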

We first analyzed the cellular clusters in the cells from 7 to 8-week old, sexually naïve female and male mice captured by the 10X Genomics platform (Fig. 1B). Visualization of the data by Uniform Manifold Approximation and Projection (UMAP) (Stuart and Satija, 2019), revealed ten distinct clusters (Fig. 1B**)**.

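At the paper's resolution of 1.6, the 10X Genomics cells formed 18 clusters once the compared genes were left out, and merging clusters of the same name gave all 10 classes of the paper. As a mean over the 10X Genomics libraries, Lac-like cells made up 25.9% ± 4.46 (SD, n = 2) of classified cells, Som-like cells 28.6% ± 0.691 and Mel-like cells 9.38% ± 0.608. Smaller shares fell to MacPh-like (5.30% ± 1.36), Cort-like (3.79% ± 1.10), Gona-like (3.23% ± 1.24) and FS-like cells (3.00% ± 0.477). Leaving 42 genes out of the clustering moved the Lac-like share most, to 57.8% ± 9.32, with no cluster named Som-like. Clustering on all variable genes gave 40.8% ± 19.6 Lac-like and 16.2% ± 13.0 Som-like cells, and 463 cells named Som-like without the compared genes became Lac-like. Stress response genes (Egr1, Fos and Junb) led a Som-like cluster of 378 cells, and Mt2 and Srxn1 led a Mult-like cluster of 97 cells. In unnamed clusters, set aside by limits on marker share and fold chosen after the clusters were seen, lay 343 cells (19.9%) of the female and 270 (15.3%) of the male.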

**Figure 1:**
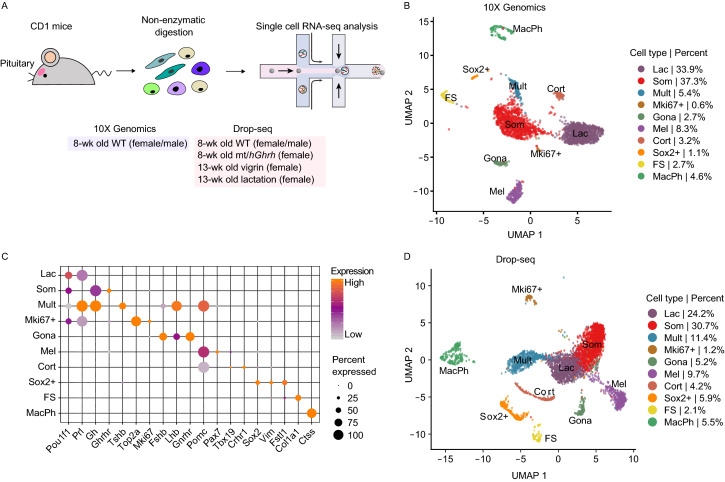
**Single cell transcriptome analysis of the adult mouse pituitary**. (A) Overview. The diagram summarizes the process of cell isolation and single cell RNA-seq analysis of the mouse pituitary using each of 2 platforms: 10X Genomics and Drop-seq. (B) Uniform manifold approximation and projection (UMAP) visualization. 2,780 cells were analyzed by 10X Genomics platform from 8-week-old CD1 male and female mice (*n* = 1). Cell type was color-coded. (C) Dot plot of normalized expression level of representative markers of each cluster. (D) Uniform manifold approximation and projection (UMAP) visualization. 4,663 cells were analyzed by Drop-seq platform from 8-week-old CD1 male and female mice (*n* = 2). Cell type was color-coded

Among the three major *Pou1f1*-expressing cell clusters (Fig. 1B and 1C), the largest of them was assigned as somatotropes (Som) based on the high level enrichment for both *Gh* and the cell surface receptor for the hypothalamic growth hormone releasing hormone (*Ghrhr*) (Fig. 1C) (Lin et al., 1993). 

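In GRCm38, Gh lies on chromosome 11 from 106300271 to 106301865 and Ghrhr on chromosome 6 from 55376295 to 55388530. Gh UMIs per 10000 UMIs of the class were 1488 ± 823 (SD, n = 2 libraries) in 10X Genomics Som-like cells and 589 ± 464 in Lac-like cells. In 8-week WT Drop-seq libraries they were 1264 ± 449.9 (SD, n = 4) and 1047 ± 826, a difference within the spread between libraries, with Som-like above Lac-like cells in 3 of the 4. Macrophage-like cells, which do not make the hormone, held 85.1 ± 8.44 and 242 ± 205 Gh UMIs per 10000 on the respective platforms. Free RNA is a likely source, and doublets with hormone cells were not excluded. Ghrhr took no part in the Drop-seq clustering, although it is a marker of the Som-like name, and stood at 3.96 ± 0.737 per 10000 in Som-like, 2.02 ± 0.959 in Lac-like and 1.09 ± 0.727 in Mult-like cells, against 0.176 in macrophage-like cells. In the 10X Genomics libraries Ghrhr was among the clustering genes, so its level there is not given.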

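In GRCm38, Prl lies on chromosome 13 from 27057570 to 27065205, Gria2 on chromosome 3 from 80681450 to 80802835, Grik2 on chromosome 10 from 49094833 to 49788766, and Grik5 on chromosome 7 from 25009849 to 25072346. In GRCm38, Ddx5 lies on chromosome 11 from 106780355 to 106789185, Ddx17 on chromosome 15 from 79527736 to 79546741, Nr4a1 on chromosome 15 from 101254269 to 101274795, and Nr4a2 on chromosome 2 from 57106830 to 57124003. Prl was measured at 172 ± 76.5 UMIs per 10000 (SD, n = 2) in 10X Genomics Lac-like and 149 ± 77.1 in Som-like cells, and at 267 ± 244 (SD, n = 4) and 79.1 ± 90.2 in Drop-seq. Compared within libraries, the Lac-like level was above the Som-like one in both 10X Genomics libraries (1.11-fold and 1.25-fold) and in all 4 Drop-seq libraries (2.91-fold to 5.00-fold). Macrophage-like cells held 30.5 ± 33.3 and 32 ± 42.6 Prl UMIs per 10000. Gria2, also a marker of the Lac-like name, reached 5.83 ± 1.27 in 10X Genomics Lac-like, 3.10 ± 1.33 in Som-like and 0.948 ± 0.514 in Mult-like cells, while Cort-like cells held 6.30. By Drop-seq it was 4.6 ± 2.04 in Lac-like and 2.00 ± 0.440 in Som-like cells. Grik2 was at 0.587 ± 0.297 and 1.33 ± 0.865 in Lac-like cells of the respective platforms, against 0.293 and 0.632 in Som-like cells. The Grik5 level in Lac-like cells, 0.888 ± 0.238 and 1.51 ± 0.864, lay within its spread of that in Som-like cells, 0.839 and 1.30. Ddx5 was counted at 31.3 ± 5.48 in 10X Genomics Lac-like, 20.7 ± 3.23 in Som-like and 32 in Cort-like cells, and Drop-seq gave 31.4 ± 5.56, 24.3 ± 3.58 and, in Gona-like cells, 32.2. Ddx17 stood at 3.30 ± 0.452 and 9.22 ± 3.00 in Lac-like cells and at 2.83 and 7.33 in Som-like cells. Nr4a1 and Nr4a2 levels come from the clustering without 42 genes, in which Lac-like cells of the 10X Genomics libraries also held the Som cells. There, Lac-like cells had 0.396 ± 0.250 Nr4a1 UMIs per 10000 against 1.02 in Gona-like cells, and 0.932 ± 0.0640 of Nr4a2 against 2.18 in Mel-like cells.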

The second *Pou1f1*^+^ cluster was identified as lactotropes (Lac) based on the high level expression of *Prl* mRNA (Fig. 1C) in conjunction with markers previously linked to *Prl* expression and lactotrope functions; glutamine receptors (*Gria2*, *Grik2*, and *Grik5*) involved in PRL hormone release (Durand et al., 2008), two transcriptional co-activators of estrogen receptor function (*Ddx5* and *Ddx17*) (Janknecht, 2010), and two transcription factors recently identified as enriched in *Prl*^+^ cells and implicated in *Prl* gene activation (*Nr4a1* and *Nr4a2)* (Table S2) (Peel et al., 2018). The third Pou1f1-expressing cluster (‘Mult’, as defined below) encompassed 5.4% of anterior pituitary cells from 7 to 8-week old CD1 mice (Fig. 1B) and was associated with a unique gene expression profile. 

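Mult-like cells made up 16.7% ± 2.7 (SD, n = 2) of the classified 10X Genomics cells, 14.8% in the female and 18.6% in the male, and 16.5% ± 7.26 (SD, n = 4) of those of the 8-week WT Drop-seq libraries. On all variable genes the 10X Genomics share was 12.8% ± 3.86. Pou1f1 lies on chromosome 16 from 65520511 to 65535005 of GRCm38. Pou1f1 UMIs per 10000 were 2.82 ± 0.131 in 10X Genomics Mult-like and 0.0980 in macrophage-like cells. In all 10 libraries the median UMI count of Mult-like cells lay above those of Lac-like and of Som-like cells, and hormone genes took 34.2% to 51.0% of their UMIs, with at most 27.0% in any other class.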

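Gh and Prl took no part in the clustering. Gh stood at 2988 ± 1487 UMIs per 10000 (SD, n = 2) in 10X Genomics Mult-like cells and at 2583 ± 752 (SD, n = 4) in Drop-seq ones. Prl was measured there at 1044 ± 787 and 816 ± 599.7. The lowest Mult-like Prl level was 488 on the 10X Genomics platform and 330.1 by Drop-seq, and the highest Lac-like one 226 and 619.8. Both genes were seen together in 97.8% ± 3.17 (SD, n = 2) of 10X Genomics Mult-like cells at a median depth of 1813 UMIs, and in 81.2% ± 23.0 of macrophage-like cells at 1777 UMIs. On average, Mult-like barcodes held 9.67 to 126 times the Gh, Prl and Pomc UMIs of macrophage-like barcodes of the same library, over all 10 libraries.

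**Figure D1:**
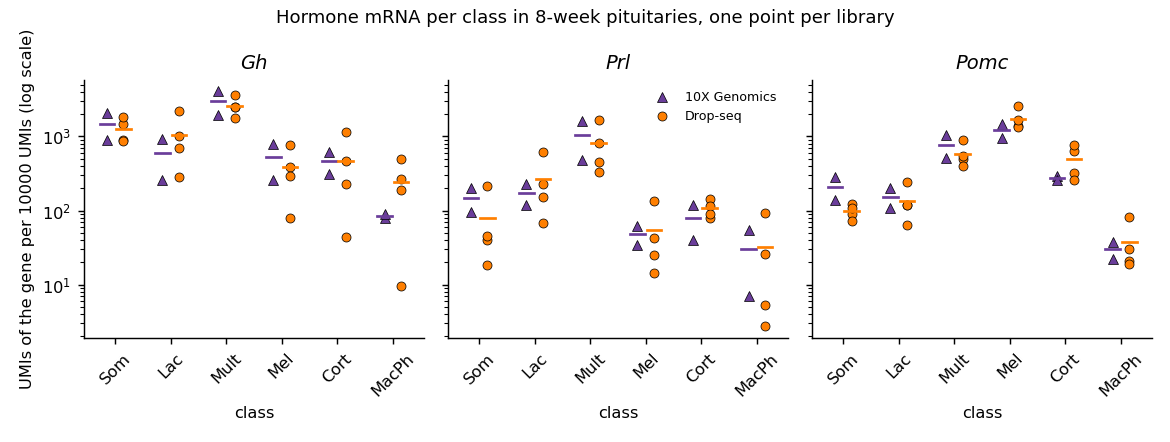
UMIs of Gh, Prl and Pomc per 10000 UMIs (log axis) for 6 classes of 8-week pituitaries, one point per library, triangles for 10X Genomics and circles for Drop-seq, with lines at the means. Mult-like cells had the highest mean Gh and Prl of the 6 classes on both platforms.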

First, we detected in this Mult cluster the co-expression of both *Gh* and *Prl* mRNAs at levels that were comparable to those detected in the somatotrope (Som) and lactotrope (Lac) clusters (Fig. 1C). Secondly, cells in this cluster were also highly enriched for mRNAs transcribed from the *Pomc* gene at levels comparable to that detected in the ‘Pou1f1-independent’ melanotrope and corticotrope lineages (Fig. 1C) (Zhu et al., 2007). 

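Pomc lies on chromosome 12 from 3954951 to 3960642 of GRCm38. Pomc UMIs per 10000 in Mult-like cells were 776 ± 378 (SD, n = 2) on the 10X Genomics platform and 577 ± 212 (SD, n = 4) by Drop-seq. Mel-like cells held 1204 ± 366 and 1737 ± 586, and Cort-like cells 276 ± 22.6 and 494 ± 246. The level was 211 ± 104 and 98.4 ± 22.5 in Som-like cells, and 30.0 ± 10.6 and 38.1 ± 29.6 in macrophage-like cells. Differences between Mult-like and Cort-like cells lay within the spread between Drop-seq libraries, and on the 10X Genomics platform the lowest Mult-like level, 509, was above the highest Cort-like one, 292.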

Thirdly, substantial number of cells in this cluster also contained mRNAs encoding the gonadotrope hormone, *Lhb* (Fig. 1C). 

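Lhb lies on chromosome 7 from 45420820 to 45421897 of GRCm38. Lhb was seen in 47.6 ± 3.64% (SD, n = 2) of 10X Genomics Mult-like cells and 31.8 ± 7.74% (SD, n = 4) of Drop-seq ones. After every cell was thinned to 300 UMIs, which left out 2 Mult-like cells of each 10X Genomics library and none by Drop-seq, the shares were 16.7 ± 7.86% and 15.7 ± 6.08%. In all other classes together, Lhb was found in 7.39 ± 3.96% and 7.53 ± 4.85% of cells unthinned, and in 2.07% and 3.26% thinned. No 10X Genomics macrophage-like cell held a Lhb UMI, and 2.15% of Drop-seq ones did, at a median depth of 799 UMIs against 883 in Mult-like cells. Per 10000 UMIs, Lhb was at 8.81 ± 1.28 and 6.32 ± 2.72 in Mult-like cells and at 9.11 ± 0.986 and 7.17 ± 1.12 in Gona-like cells, differences within the spread between libraries. Lhb is a marker of both names, although no clustering gene. Requiring at least 2 UMIs gave Lhb in 33.9% and 18.1% of Mult-like cells.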

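Tshb lies on chromosome 3 from 102775465 to 102782718 of GRCm38. Of the classified 10X Genomics cells with a Tshb UMI, 52 of 93 in the female (55.9%, 95% exact interval 45.2% to 66.2%) and 78 of 136 in the male (57.4%, 48.6% to 65.8%) were Mult-like, a mean of 56.6% ± 1.02 (SD, n = 2). The intervals cover counting error only. Mult-like cells with a Tshb UMI held a median of 3228 UMIs and those without one 1502, as means over the 2 libraries. With every cell thinned to 300 UMIs, 47.2% ± 3.93 of Tshb-positive cells were Mult-like, although Mult-like cells made up 16.7% of classified cells. Counting only cells with at least 2 Tshb UMIs gave 72.4%, the largest change among the alternatives. Read the other way, Tshb was seen in 30.2 ± 2.31% of Mult-like cells, the measure for which the paper's Table S2 lists 0.583, so which of the 2 the text means is open. Tshb is among the Mult markers used to name clusters.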

Lastly, 58.3% of the cells in the anterior pituitary that contained *Tshb* mRNA mapped to this cluster (Table S2). On the basis of these observations, we provisionally assigned this cluster as a ‘multi-hormone’ producing cluster (Mult). 

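In GRCm38, Gpx3 lies on chromosome 11 from 54902453 to 54910377, Ddah1 on chromosome 3 from 145758675 to 145894277, and Nme1 on chromosome 11 from 93956979 to 93968521. These genes are Mult markers, and levels are given only from clusterings that did not use them. In the clustering without 42 genes, Gpx3 reached 4.73 ± 2.33 UMIs per 10000 (SD, n = 2) in 10X Genomics Mult-like cells and 4.97 ± 1.03 (SD, n = 4) in Drop-seq ones, against 1.02 ± 0.0910 and 1.11 ± 0.353 in the other classes together. Nme1 was at 1.71 ± 0.396 and 1.53 ± 0.620 against 0.707 ± 0.103 and 0.858 ± 0.149, and Sox2-positive 10X Genomics cells held 2.07. Ddah1 differed by platform, at 1.73 ± 1.31 against 0.362 ± 0.236 by Drop-seq, and at 0.160 against 0.143 in the 10X Genomics libraries, within the spread. Drop-seq Mki67+-like cells held 1.10 Ddah1 UMIs per 10000.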

Further analysis of the differentially expressed genes revealed that several genes involved in metabolism (*Gpx3*, *Ddah1*, and *Nme1*) were exclusively enriched in this cluster (Table S2).

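In GRCm38, Top2a lies on chromosome 11 from 98992943 to 99024189 and Mki67 on chromosome 7 from 135689784 to 135716361. Mki67+-like cells made up 2.32% ± 0.0560 (SD, n = 2) of classified 10X Genomics cells and 1.47% ± 0.507 (SD, n = 4) of 8-week WT Drop-seq cells. With all variable genes in the clustering the 10X Genomics share was 0.536% ± 0.401. Without 42 genes in the clustering, which separated this class by Drop-seq only, Mki67+-like cells held 10.4 ± 3.19 Top2a and 11.0 ± 4.85 Mki67 UMIs per 10000, and no other class had more than 0.363 Top2a UMIs per 10000. In 10X Genomics Mki67+-like cells, Mki67 was at 0.447 ± 0.632, a spread larger than the mean, and at 0.105 in all classes other than Mult-like together. Both genes are markers of the class name.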

The scRNA-seq analysis revealed a fourth *Pou1f1*^+^ cell cluster (“Mki67+” in Fig. 1B) that expresses proliferating cell markers such as *Top2a* and *Mki67* (Fig. 1C). This observation is consistent with prior reports that the majority of proliferating cells in the adult pituitary are positive for *Pou1f1* expression (Zhu et al., 2015; Cao et al., 2016). 

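In Lac-like cells, Pou1f1 was counted at 11.6 ± 1.56 UMIs per 10000 (SD, n = 2) on the 10X Genomics platform and 8.22 ± 0.960 (SD, n = 4) by Drop-seq, and in Som-like cells at 8.74 ± 0.407 and 7.56 ± 1.09. Drop-seq Mult-like cells held 3.81 ± 0.830, and their highest library, 5.04, lay below the lowest Som-like one, 6.22. On the 10X Genomics platform the highest Mult-like library, 2.91, lay below the lowest Som-like one, 8.45. Mki67+-like cells had 7.27 ± 2.1 and 6.65 ± 1.70 Pou1f1 UMIs per 10000, with libraries on both sides of the Som-like mean on both platforms. With all variable genes in the clustering, the 10X Genomics Mki67+-like level was 12.9, above the Lac-like level of 10.0 in that clustering. Gona-like cells held 2.06 and 1.71, and Mel-like cells 1.78 and 1.08.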

Notably, compared to “Som” and “Lac” clusters in Fig. 1B, both “Mult” and “Mki67+” clusters are associated with lower level of Pou1f1 mRNAs, indicating the potentially distinct regulatory functions of POU1F1 in these two populations of cells. Collectively, the single cell analysis of the adult pituitary not only identified expected *Pou1f1*^+^ populations of somatotropes and lactotropes, but also a novel *Pou1f1*^+^ cluster containing cells with a complex pattern of multi-hormone gene expression.

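The UMIs of Gh, Prl and Pomc were taken together, leaving out Tshb, Lhb, Fshb and Cga. Of the Mult-like barcodes with at least 20 such UMIs, 17.8% to 78.8% per library drew more than 20% from each of 2 or more genes. Between 15.0% and 65.6% drew more than 80% from 1 gene. Macrophage-like barcodes, which do not make these hormones, gave 10.8% to 86.7% and 4.69% to 73.7% over the 8 libraries with enough of them, and Lac-like barcodes 19.2% to 92.7% with 2 or more genes, so the Mult-like range does not stand apart. The Mult-like and Lac-like values cover all 10 libraries, and all were computed after the clusters were seen. From a cluster with Pou1f1, Gh, Prl, Pomc, Lhb and Tshb mRNA together, the paper concludes that the adult pituitary holds a Pou1f1-positive group of cells with multi-hormone expression beside somatotropes and lactotropes.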

Three of remaining six cell clusters could be directly assigned to specific hormone-expressing cell-types based on patterns of marker gene expression (Fig. 1B and 1C). A cluster corresponding to melanotropes (‘Mel’) was assigned based on the co-expression of pro-opiomelanocortin (*Pomc)* prohormone mRNA, the transcription factor *Tbx19*, and the melanotrope-restricted paired homeodomain transcription factor *Pax7* (Fig. 1C) (Budry et al., 2012; Mayran et al., 2018). 

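In GRCm38, Tbx19 lies on chromosome 1 from 165137855 to 165160773 and Pax7 on chromosome 4 from 139737062 to 139833528. In the clustering without 42 genes, Mel-like cells held 0.556 ± 0.330 (SD, n = 2) and 0.850 ± 0.250 (SD, n = 4) Tbx19 UMIs per 10000 on the 10X Genomics and Drop-seq platforms. Pax7 was at 1.06 ± 0.138 and 2.64 ± 0.750. Both genes are among the markers that give the class its name.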

A second cluster was assigned as a corticotrope cell cluster (‘Cort’). These cells shared with the melanotrope cluster in enrichment for *Pomc* and *Tbx19* mRNAs but lacked substantial level of *Pax7* mRNA (Fig. 1C) (Philips et al., 1997; Lamolet et al., 2001; Liu et al., 2006). 

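Crhr1 lies on chromosome 11 from 104132855 to 104175523 of GRCm38. Drop-seq Cort-like cells, in the clustering without 42 genes, had 2.30 ± 1.06 Tbx19 (SD, n = 4) and 1.88 ± 0.868 Crhr1 UMIs per 10000. No Pax7 UMI was counted in them in any of the 4 libraries. That clustering named no 10X Genomics cluster Cort-like. Stress response genes (Egr1, Fos and Junb) led a Drop-seq Cort-like cluster of 501 cells in the clustering without the compared genes.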

A third *Pou1f1*-independent cluster was annotated as gonadotropes (‘Gona’ cluster) based on the enrichment for mRNAs encoding the two gonadotrope-specific hormone subunits, *Fshb* and *Lhb*, in conjunction with the gonadotrope-restricted cell surface receptor for the hypothalamic regulatory factor, *Gnrhr* (Fig. 1C) (Ingraham et al., 1994; Zhu et al., 2007). 

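In GRCm38, Fshb lies on chromosome 2 from 107056140 to 107059656 and Gnrhr on chromosome 5 from 86180754 to 86197901. Fshb stood at 17.1 ± 23.7 UMIs per 10000 (SD, n = 2) in 10X Genomics Gona-like cells, 0.330 in the female and 33.9 in the male, and at 12.7 ± 12.2 (SD, n = 4) by Drop-seq. Mult-like cells held 1.65 and 1.70 Fshb UMIs per 10000. Gnrhr, from the clustering without 42 genes, was at 7.77 ± 2.40 and 4.38 ± 0.816 in Gona-like cells. Both genes are markers of the class name.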

In summary, our unbiased scRNA-seq analysis of the adult mouse pituitary identified a set of *Pou1f1*-enriched clusters and a set of clusters corresponding to three *Pou1f1*-independent lineages (melanotropes, corticotropes, and gonadotropes).

### Single cell RNA-seq identifies non-hormonal cell clusters in the adult pituitary

The scRNA-seq data sets identified three additional clusters that represented non-hormonal cell lineages. One of these clusters was identified as folliculostellate (‘FS’ cluster in Fig. 1B) cells based on known marker genes (Table S2). 

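Col1a1 lies on chromosome 11 from 94936224 to 94953042 of GRCm38. Col1a1, a marker of the name, was at 11.5 ± 0.0890 (SD, n = 2) and 9.53 ± 3.94 (SD, n = 4) UMIs per 10000 in FS-like cells of the 10X Genomics and Drop-seq libraries, in the clustering without 42 genes. FS-like cells formed 1.90% ± 0.216 of classified 8-week WT Drop-seq cells.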

FS cells have been proposed to serve a variety of structural, paracrine, and/or support functions in the pituitary (Nakajima et al., 1980; Theogaraj et al., 2005; Devnath and Inoue, 2008).

The second cluster among the non-hormonal lineages, representing 1.1% of the cell in the analysis, was assigned as a putative stem cell cluster (‘Sox2+^’^ clusters; Fig. 1B). This assignment was based on the expression of the progenitor/stem marker *Sox2* (Fig. 1C) (Andoniadou et al., 2013; Rizzoti et al., 2013). 

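In GRCm38, Sox2 lies on chromosome 3 from 34650405 to 34652461, Vim on chromosome 2 from 13573927 to 13582826, and Fstl1 on chromosome 16 from 37776873 to 37836514. Sox2+-like cells made up 1.81% ± 0.0250 (SD, n = 2) of classified 10X Genomics cells and 5.64% ± 0.832 (SD, n = 4) of 8-week WT Drop-seq cells. Sox2, from the clustering without 42 genes, was counted in them at 1.61 ± 0.165 and 2.94 ± 1.10 UMIs per 10000. There Vim was at 1.22 and 1.07, below its Drop-seq level in FS-like cells, 6.17. Fstl1 stood at 2.35 ± 1.55 and 2.62 ± 1.37. These 3 genes are markers of the class name.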

A separate cluster was identified as macrophage (‘MacPh’ cluster) based on the expression of the known macrophage marker gene, *C1qa* (Zahuczky et al., 2011) (Fig. 1B). 

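In GRCm38, C1qa lies on chromosome 4 from 136895917 to 136898803 and Ctss on chromosome 3 from 95526786 to 95556403. MacPh-like cells in the clustering without 42 genes held 113 ± 8.12 (SD, n = 2) C1qa UMIs per 10000 on the 10X Genomics platform and 47.5 ± 4.85 (SD, n = 4) by Drop-seq. Ctss reached 63.2 ± 2.00 and 70.0 ± 11.3. Both are immune markers that give the class its name.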

In summary, these data reveal three cell clusters in the pituitary that serve functions other than direct production of polypeptide hormones.

### Cross-platform scRNA-seq analysis

To assess platform-specific bias in our study, we compared the 10X Genomic platform analysis (above) with a transcriptome profile of 18,405 cells using the Drop-seq platform (cells isolated from four 7 to 8- week old, sexually naïve CD mice, three lactating female mice, one 13 week old, sexually naïve female control, and three *hGhrh* transgenic female mice) (Zheng et al., 2017; Cheung et al., 2018) (See Table S1 and Fig. S3). 

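At the paper's resolution of 0.4, the 8 Drop-seq libraries, aligned as the paper's 6 datasets, formed 15 clusters without the compared genes. After clusters of the same name were merged, all 10 named classes of the 10X Genomics libraries were present. In the 4 libraries of 8-week WT mice, Lac-like cells made up 34.6% ± 4.77 (SD, n = 4), Som-like 16.0% ± 3.82, Mel-like 8.39% ± 2.39 and MacPh-like 5.89% ± 3.15 of classified cells. With all variable genes in the clustering, Lac-like cells fell to 22.9% ± 11.4 and Som-like cells rose to 29.8% ± 9.52, and 1963 cells of all 8 libraries changed from the Lac-like to the Som-like name. A Lac-like cluster of 7689 cells made up the whole Lac-like class.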

The analysis using the Drop-seq platform identified all of the cellular clusters identified using the 10X Genomics platform (Fig. 1D). The correlation analysis revealed that the clustering was highly conserved using these two different platforms (Fig. S2B). These results support the technical robustness and biological reproducibility of our scRNA-seq analysis.

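Class means (natural log of UMIs per 10000 plus 1) of the 10X Genomics libraries were correlated with those of the 8-week WT Drop-seq libraries across the 887 genes variable on both platforms. The Pearson correlation between the same class on both platforms was 0.753 to 0.926, with a median of 0.845. Between different classes the median was 0.541 and the highest value 0.868, for 10X Genomics Som-like and Drop-seq Lac-like cells. For the 10X Genomics classes, the same Drop-seq class gave the highest Pearson correlation for 9 of 10 and the highest Spearman correlation for 8. From the Drop-seq side, Lac-like cells correlated more with 10X Genomics Som-like (0.868) than Lac-like cells (0.781). Drop-seq Cort-like cells correlated more with 10X Genomics Mult-like (0.818) than Cort-like cells (0.753). These genes took part in the clusterings and the same markers named both platforms' clusters, so part of the match is built in. Over all 17469 genes detected on both platforms, the same class was highest for 8 of 10 classes, with a median of 0.784. Genes are not independent replicates, and no test was made. From this correlation analysis (Fig. S2B), the paper concludes that the clusters are conserved between the platforms.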

We then compared our pituitary scRNA-seq analysis with a published pituitary scRNA-seq data set (Cheung et al., 2018) by computing the pairwise Pearson correlation coefficients between each pair of cell types for cluster marker genes. We compared the transcriptomes of the male mice in our 10X Genomics’ dataset with the published dataset which was limited to analysis of male mice using the 10X Genomics platform (Cheung et al., 2018). Our analysis of this published dataset identified two sub-clusters of lactotropes and three sub-clusters of somatotropes in (Fig. S2C). The comparison of the transcriptomic profiles of the two different datasets revealed that these two datasets are highly comparable in the cell clustering (Fig. S2D). Although the multi-hormone cluster was not specifically identified in the published report, we observed that the sub-cluster 1 of the somatotropes (Som1) was highly correlated with the multi-hormone cluster in our dataset (Fig. S2D). Taken together, these results show that our scRNA-seq analysis was largely consistent with the results from previous findings and that the putative multi-hormone cluster can be identified irrespective of scRNA-seq platforms.

### Sexual dimorphism in the organization and composition in the mouse pituitary

Synthesis and secretion of the pituitary hormones are impacted by multiple gender-specific developmental and physiologic stimuli. These controls drive critical somatic alterations linked to puberty, reproductive cycling, pregnancy, and lactation. The degree to which these gender-specific functions are linked to differences in the cellular composition of the male and female pituitaries remains poorly defined (Lamberts and Macleod, 1990; Nishida et al., 2005). To address the issue of sexual dimorphism at the single-cell level, we directly compared the transcriptomes of cells isolated from 7 to 8- week old sexually naïve male and female pituitaries in our scRNA-seq datasets (Fig. 2A). 

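The 6 libraries of 8-week WT mice, 3 female and 3 male with 1 10X Genomics and 2 Drop-seq libraries of each sex, were compared. Classified cells numbered 1229, 931 and 1220 in the female replicates 1, 2 and 3 and 1315, 825 and 1947 in the male ones. Because the cells of a library are not independent, cells were counted per class and library, UMIs were summed per class and library, and both were tested with edgeR's quasi-likelihood test with platform as a term. For the sexes the paper gives limits on log fold change and adjusted p (Fig. 2C), and names no test for this comparison. Adjusted p-values are Benjamini-Hochberg values, over 10 classes for shares and over the genes passing edgeR's filter on low counts in each class for expression. Expression was normalized by TMM and is given in CPM, the UMIs of a gene scaled to a common total per class and library. With 3 libraries per sex an exact permutation test gives no p below 0.1. Replicate numbers pair the sexes by platform and Drop-seq batch, which was tried as a block in place of platform.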

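Lac-like cells made up 28.7% ± 5.75 (SD, n = 3 libraries) of classified cells in males and 34.6% ± 5.91 in females. The log2 ratio of male to female shares was -0.28 (standard error 0.21, adjusted p = 0.785 from edgeR), and the two-sided exact permutation test gave p = 0.5. In all 3 pairs the female share was higher. Som-like cells made up 22.0% ± 6.78 in males and 18.4% ± 8.41 in females, a log2 ratio of 0.32 (standard error 0.24, adjusted p = 0.785 from edgeR), with the male share higher in all 3 pairs and the difference within the spread between libraries. Clustering on all variable genes, in which Gh and Prl take part, moved these ratios most. Lac-like cells were then 18.5% ± 8.98 in males and 39.2% ± 14.0 in females, a log2 ratio of -1.09 (standard error 0.34, adjusted p = 0.0347 from edgeR, exact permutation p = 0.1, the smallest possible). Som-like cells were 33.5% ± 7.77 and 17.1% ± 8.92, a log2 ratio of 1.12 (standard error 0.32, with the same adjusted p). Over all alternatives adjusted p ran from 0.0347 to 0.996 for these 2 classes. Prl itself was at 13940 ± 6399 CPM (SD, n = 3) in male and 41530 ± 26580 CPM in female Lac-like cells, a log2 fold change of -1.57 (standard error 0.51, adjusted p = 0.628) over 5785 genes tested with edgeR. It passed the threshold without the filter on low counts, with the replicate block and without female replicate 3, as it did in Som-like cells, in a range of adjusted p from 5.51e-08 to 1.000 over all alternatives. When adjusted over the list alone, which the study chose on these samples and which is no independent evidence, Prl passed as lower in males in Lac-like, Som-like, Mult-like, Gona-like and Mel-like cells. In Mult-like cells it also passed by DESeq2 and without the filter. Free RNA may contribute to these differences. Barcodes with too few UMIs for a cell held more Prl in the female of each pair. They held 602, 846 and 248 Prl UMIs per 10000 in female replicates 1, 2 and 3, against 274, 181 and 109 in male ones. The Drop-seq ones were not shown to be empty.

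**Figure D2:**
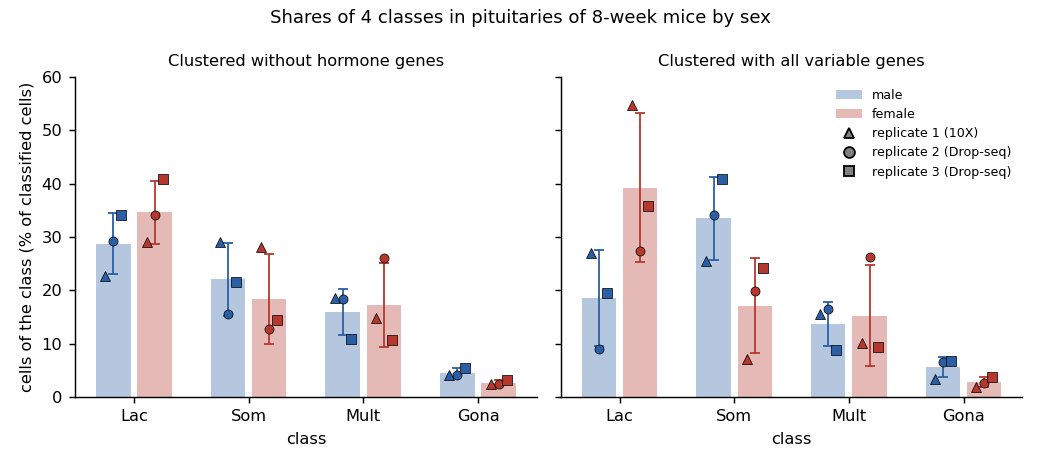
Share of 4 classes among classified cells (%) in male and female 8-week pituitaries, clustered without the compared genes (left) or on all variable genes (right). Bars are means of 3 libraries, error bars SDs and points libraries, with triangles for 10X Genomics. Lac-like and Som-like shares of the sexes are farther apart on the right.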

Gender-specific analysis of major *Pou1f1*^+^ clusters revealed a relative predominance of somatotropes over lactotropes in males with a reciprocal enrichment of lactotropes over somatotropes in females (Fig. 2B).

**Figure 2:**
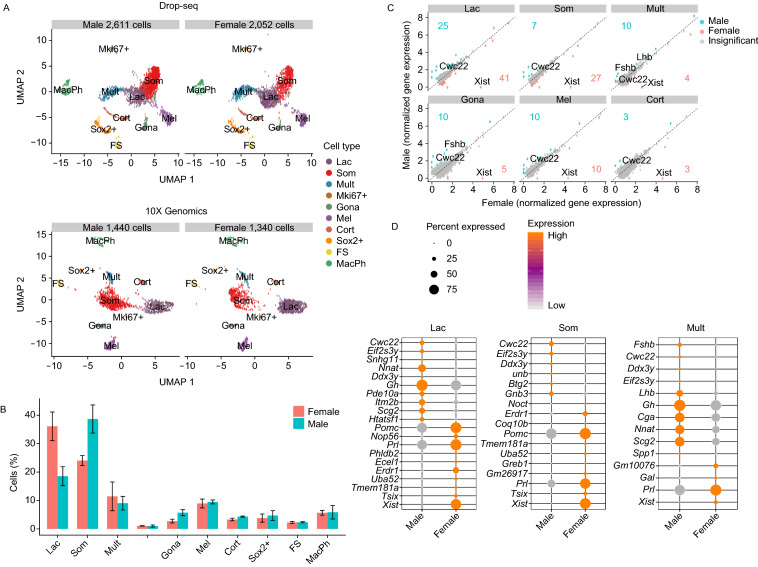
**Cell-type-specific sexual dimorphism of gene expression in pituitary cells**. (A) UMAP visualization of 8-week-old CD1 male and female pituitary cells. Cells were analyzed by two platforms: Drop-seq (top) and 10X Genomics (bottom). (B) Cell type composition between male and female mice (*n* = 3, 1 from 10X Genomics; 2 from Drop-seq). (C) Scatter plot comparing the gene expression levels of male and female pituitary cells across cell types. Differentially expressed genes (log FC > 0.1, adjust *P* value < 0.05) were color-coded; male (blue) and female (red). Sex specific genes (*Xist*, *Cwc22*), *Fshb* and *Lhb* were highlighted. The numbers in each frame represent the numbers of the differentially expressed genes between different genders. (D) Dot plot of normalized expression level of representative differentially expressed genes in Lac, Som and Mult clusters

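In Lac-like cells, 5 genes were higher and 8 lower in males than in females among 5785 tested (edgeR, adjusted p under 0.05), and DESeq2 called 12 in total. Som-like cells gave 6 higher and 4 lower of 5062 genes, Mult-like cells 3 and 3 of 3828, Gona-like cells 15 and 9 of 688, and Mel-like cells 5 and 2 of 3543. In Cort-like cells none was higher and 1 was lower of 516 tested, with 8 at an unadjusted p under 0.05 by edgeR and 1 called by DESeq2. Blocking by replicate number gave 106 genes in Lac-like, 20 in Som-like, 17 in Mult-like, 23 in Mel-like and 5 in Cort-like cells, and leaving out the filter on low counts gave 53 in Lac-like, 24 in Som-like and 25 in Mult-like cells. Without female replicate 3, 36 genes were called in Lac-like cells, and without female replicate 1, 4 in Gona-like cells. Libraries of the sexes did not overlap for 332 genes of Lac-like cells (5.74% of those tested, where chance gives 10% of genes if libraries are exchangeable), 202 of Som-like (3.99%), 161 of Mult-like (4.21%) and 46 of Gona-like cells (6.69%). Libraries with the same replicate number go together, which can make such a separation by chance rarer than 10%, so these shares are no measure of how many genes differ. Among the genes the paper names, 26 were tested in Lac-like cells, 4 passed over all genes and 10 when adjusted over the list alone. In Som-like cells 5 and 8 of 27 passed, in Mult-like cells 5 and 7 of 28 and in Gona-like cells 6 and 9 of 18. The list was chosen by the study on these samples, so the counts adjusted over the list alone are not independent evidence.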

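In GRCm38, Xist lies on chromosome X from 103460366 to 103483254 and Tsix on chromosome X from 103431517 to 103484957. In GRCm38, Eif2s3y lies on chromosome Y from 1010543 to 1028847, Ddx3y on chromosome Y from 1260771 to 1286629, and Kdm5d on chromosome Y from 897788 to 956786. X-linked Xist was at 2.88 ± 4.99 CPM (SD, n = 3) in male and 12060 ± 8415 CPM in female Lac-like cells, a log2 fold change of -10.94 (standard error 0.68, adjusted p = 5.81e-08) from edgeR. In Mult-like cells, where no male UMI was counted, Xist was at least 948-fold lower in males, with a floor of 3 UMIs over the group. Tsix had a log2 fold change of -7.11 in Lac-like and -7.80 in Som-like cells. Y-linked Eif2s3y was at 541 ± 23.3 CPM in male and 2.63 CPM in female Lac-like cells, and at least 124-fold higher in male Som-like cells, whose female libraries held no UMI. In Som-like cells Ddx3y was at least 67.3-fold and Kdm5d at least 26.6-fold higher in males.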

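In GRCm38, Crhbp lies on chromosome 13 from 95431371 to 95444924, Chst8 on chromosome 7 from 34674468 to 34812711, Gal on chromosome 19 from 3409915 to 3414544, and Cwc22 on chromosome 2 from 77881159 to 77946375. Outside the sex chromosomes, Crhbp was at 0 CPM in male and 152 ± 63.1 CPM (SD, n = 3) in female Lac-like cells, at least 34.7-fold lower in males (adjusted p = 1.92e-04 from edgeR). In Mult-like cells Gal was lower in males, with a log2 fold change of -2.58 (standard error 0.37, adjusted p = 0.00407), and Chst8 too, with a log2 fold change of -2.59 (standard error 0.46, adjusted p = 0.0352). With single libraries left out, the highest adjusted p was 0.132 for Gal and 1.000 for Chst8. In Gona-like cells Gria2 was at 136 CPM in males and 1202 CPM in females, a log2 fold change of -2.77 (standard error 0.44, adjusted p = 2.12e-06). Cwc22 stood at 968 ± 779 CPM in male and 74.1 ± 49.2 CPM in female Som-like cells, a log2 fold change of 3.11 (standard error 0.58, adjusted p = 0.0170). It was high in both male Drop-seq libraries, at 5.58 and 13.7 UMIs per 10000 over all classified cells, and low in the 10X Genomics male, at 0.841, and so did not follow sex alone.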

Marked sexual dimorphism was also evident in the gonadotrope cluster. This cluster constituted a substantially larger fraction of the pituitary cell population in male compared with female mice (6.5% vs. 3.3% of total pituitary cells, respectively) (Fig. 2B). This dimorphism in gonadotrope cluster size is consistent with previously reported higher serum levels of FSHβ in male versus female mice (Michael et al., 1980). In contrast to the predominant expression of *Fshb* mRNA in males, the expression of *Lhb* was equivalent between males and females in gonadotropes (Fig. 2C). These data lead us to conclude that relative representations of somatotropes and lactotropes populations differ between the two genders and that the two gonadotrope hormones, *Lhb* and *Fshb*, are differentially expressed in the male and female pituitaries.

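Gona-like cells made up 4.56% ± 0.768 (SD, n = 3) of classified cells in males and 2.64% ± 0.482 in females. The log2 ratio was 0.79 (standard error 0.25, adjusted p = 0.188 from edgeR). Each male library lay above each female one, with an exact permutation p of 0.1. With the replicate number as a block the adjusted p was 0.00925 at the same ratio, with a standard error of 0.0697. On all variable genes the shares were 5.53% ± 1.85 and 2.77% ± 0.932, and the adjusted p was 0.0347, although the exact permutation p was 0.2. Adjusted p ran from 0.00925 to 0.954 over all alternatives.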

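Fshb was counted at 6152 ± 3977 CPM (SD, n = 3) in male and 367 ± 305 CPM in female Gona-like cells, a log2 fold change of 3.81 (standard error 0.49, adjusted p = 1.04e-08) from edgeR. The libraries of the sexes did not overlap, and with single libraries left out the log2 fold change ranged from 2.85 to 5.21, with adjusted p up to 0.137. Lhb stood at 1895 ± 1033 CPM in males and 1541 ± 662 CPM in females, a log2 fold change of 0.25 (standard error 0.31, adjusted p = 0.915), smaller than the spread between libraries. In Mult-like cells Fshb was at 397 ± 134 and 19.7 ± 16.2 CPM, a log2 fold change of 4.55 (standard error 0.56, adjusted p = 0.00103), and Lhb had a log2 fold change of 0.68 (standard error 0.37, adjusted p = 0.999). A difference between the effects of sex on the 2 genes was not tested.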

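Between the Mult-like shares of the sexes, 15.9% ± 4.38 in males and 17.2% ± 7.90 in females (SD, n = 3), the exact permutation p was 1.0. From the shares of somatotropes and lactotropes and from the higher Fshb at equal Lhb in male gonadotropes (Fig. 2B and 2C), the paper concludes that the shares of these cells differ between the sexes and that the gonadotrope hormones do so in expression.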

The analysis of the differential gene expression between males and females in Lac and Mult cluster revealed that *Secretogranin II* (*Scg2*), encoding a protein involved in regulating the biogenesis of secretory granules, is enriched in male and *Secreted Phosphoprotein 1* (*Spp1*), encoding a protein involved in the gonadotrope-releasing hormone (GnRH) signaling pathway was enriched in the Mult cluster in male (Fig. 2D). These data revealed the genes involved in secretory function were differentially expressed in a gender-specific manner.

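In GRCm38, Scg2 lies on chromosome 1 from 79434669 to 79440120 and Spp1 on chromosome 5 from 104435118 to 104441050. Scg2 was at 1198 ± 349 CPM (SD, n = 3) in male and 635 ± 201 CPM in female Lac-like cells, a log2 fold change of 0.95 (standard error 0.28, adjusted p = 0.431) from edgeR. Every male library was above every female one, and Scg2 was among the genes past the threshold when adjusted over the list alone. With the replicate number as a block its adjusted p was 7.14e-04 at a log2 fold change of 0.91, in a range from 7.14e-04 to 1.000 over all alternatives. In Mult-like cells it stood at 2889 ± 744 and 1926 ± 459 CPM, a log2 fold change of 0.58 (standard error 0.29, adjusted p = 0.999). Spp1 had too few UMIs to pass the filter on low counts in Mult-like cells and was not tested there.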

### Single cell mRNA and protein analyses validate the findings in single cell transcriptomic analysis

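UMIs of both Gh and Prl were found in 96.5% ± 4.89 (SD, n = 2) of the Lac-like, Som-like and Mult-like cells of the 10X Genomics libraries together, and in 83.5% ± 14.1 (SD, n = 4) of those of the 8-week WT Drop-seq libraries. Thinned to 300 UMIs per cell, the shares were 81.8% ± 16.3 and 71.1% ± 21.4. Free RNA may contribute to these shares. After the same thinning 42% ± 14.0 and 37.3% ± 32.6 of macrophage-like cells held both, and 56.0% ± 38.4 of Drop-seq ones did unthinned. Among Som-like cells alone the unthinned share was 95.9% ± 5.74 and 77.2% ± 19.0, at median depths of 1166 and 799 UMIs.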

The scRNA-seq analysis revealed that a subset set of cells in *Pou1f1*^+^ clusters of the 7 to 8-week old mice were positive for both *Gh* and *Prl* mRNAs (*Gh*^+^/*Prl*^+^). As an initial step in validating this prevalent co-expression of these two hormones, we next probed tissue sections and dissociated cells from adult male and female pituitaries by single cell RNA fluorescent in situ hybridization (scRNA-FISH) and immuno-fluorescent staining (IF). Pituitary tissue sections of 8-week old mice were hybridized with arrays of fluorescent oligo probes antisense to the *Prl* and *Gh* mRNAs and the GH and PRL proteins were detected by the corresponding antibodies (Figs. 3A and S4A). As expected, *Prl* and *Gh* expression was observed to be restricted to the anterior lobe (AL) while *Pomc* expression was detected in both the intermediate lobe (IL) and AL (Fig. S4A). All cells with *Gh* or *Prl* mRNA as visualized by scRNA FISH had a comparable IF signal for the corresponding proteins (Fig. 3A and 3B); when *Gh* or *Prl* mRNA was abundant the corresponding proteins were also abundant and when either mRNA was at trace levels or undetectable the corresponding protein was comparably trace or negative by IF (examples in Fig. 3A and 3B). In no case did we observe a substantial discordance between corresponding IF and scRNA-FISH signals.

**Figure 3:**
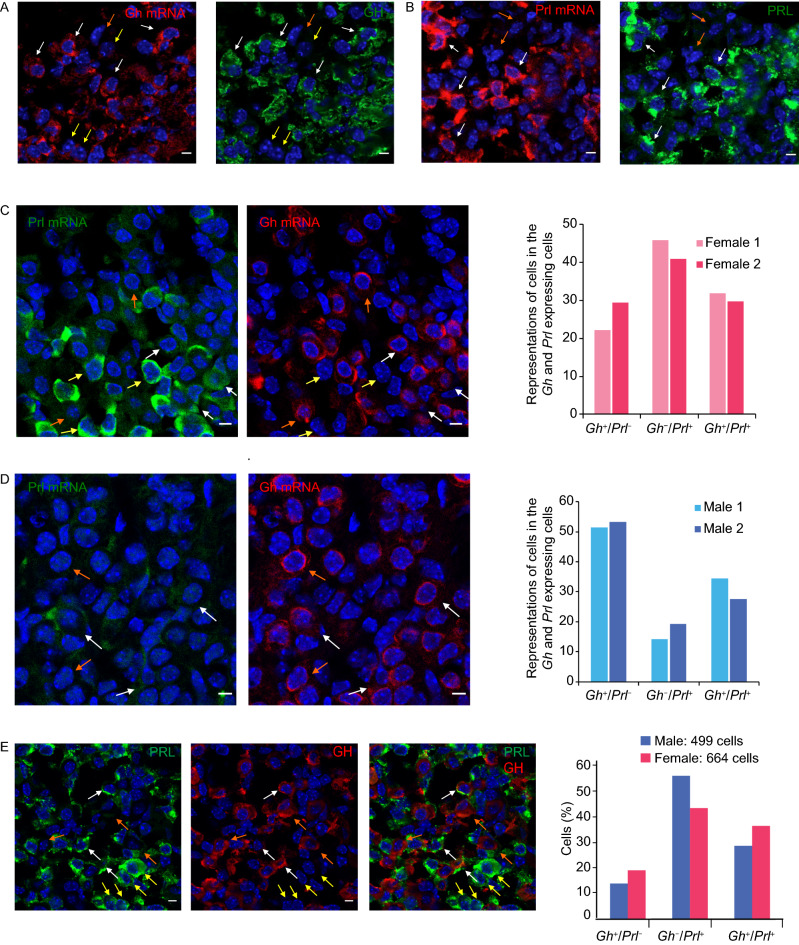
**Combined single cell RNA fluorescent*in situ*hybridization (scRNA FISH) and IF analyses in tissue sections detect frequent co-expression of*Gh*and*Prl*and sexually dimorphic expression of hormonal genes in the mouse pituitary**. (A) Correlation of *Gh* mRNA and GH protein detection. Combined single cell RNA FISH and IF analyses (scRNA FISH/IF) were performed in adult pituitaries (See METHODS). Left panel: detection of *Gh* mRNA by scRNA FISH. Scale bar = 5 μm. Right panel: detection of GH proteins by IF analysis in the same field. Scale bar: 5 μm. The white arrows indicate the cells with robust signals for both *Gh* mRNA and GH protein. The yellow arrows indicated cells with trace levels of *Gh* mRNA and lack of GH protein signal. The orange arrow indicates a cell lacking *Gh* mRNA and GH protein signals. (B) Correlation of *Prl* mRNA and PRL protein detection. Combined single cell RNA FISH and IF analyses (scRNA FISH/IF) were performed in female adult pituitaries (See METHODS). Left panel: detection of *Prl* mRNA by scRNA FISH analysis. Scale bar = 5 μm. Right panel: detection of PRL protein by IF analysis in the same field. Scale bar: 5 μm. The white arrows indicate four cells with robust signals for both *Prl* mRNA and PRL protein. The orange arrows indicate two cells lacking *Prl* mRNA and PRL protein signals. (C) ScRNA FISH analysis of female adult mouse pituitary tissue sections: concordance of *Gh* with *Prl* expression *in vivo*. Left panel: *Prl* mRNA detection. *Prl* mRNAs were detected by FISH using an array of anti-sense oligos (See METHODS). Bars = 5 μm. Right panel: *Gh* mRNA detection. *GH* mRNA was detected by FISH using an array of anti-sense oligos (See METHODS). Bars = 5 μm The white arrows in the two frames indicate three examples of *Gh* and *Prl* dual positive cells. The orange arrows indicate two cells with *Gh* mRNA expression but without *Prl* mRNA expression. The yellow arrows indicate three cells with *Prl* mRNA expression but without *Gh* mRNA expression. Histogram: analysis of female pituitary cells for *Gh* and/or *Prl* mRNA. Pituitary tissue sections from 8-week old, sexually naïve adult female mice (*n* = 2) were analyzed by RNA FISH. Cells from 5 randomly selected images from each pituitary were analyzed (>600 cells per pituitary). The histogram displays the representation of cells positive for *Gh* but not *Prl* mRNA (*Gh*^+^*Prl*^*−*^; 27%), cells positive for *Prl* but not *Gh* Mrna (*Gh*^*−*^*Prl*^+^; 45.2%), and those dual positive cells (*Gh*^+^*Prl*^*−*^; 27.8%) in *Gh* and/or *Prl* expressing cells. (D) scRNA FISH analysis of male adult mouse pituitary tissue sections reveals a concordance of *Gh* with *Prl* expression *in vivo*. Left panel: *Prl* mRNA detection. *Prl* mRNAs were detected by FISH using an array of anti-sense oligos as described in Methods. Bars = 5 μm. Right panel: *Gh* mRNA detection. *GH* mRNA was detected by FISH using an array of anti-sense oligos as described in Methods. Bars = 5 μm. The white arrows indicate three representatives of the *Gh* and *Prl* dual positive cells. The orange arrows indicate two cells with *Gh* mRNA expression but without *Prl* mRNA expression. Histogram: analysis of male pituitary cells. Pituitary tissue sections from 8-week old, sexually naïve male mice (*n* = 2) were analyzed by scRNA FISH for *Gh* and *Prl* mRNA expression as described in (A) The histogram represents the percent of the total cell population positive for *Gh* but not *Prl* mRNA (*Gh*^+^*Prl*^*−*^; 52.3%), positive for *Prl* but not *Gh* mRNA (*Gh*^*−*^*Prl*^+^; 16.7%), and positive for both *Gh* and *Prl* mRNA (*Gh*^+^*Prl*^+^ 31%) in *Gh* and/or *Prl* expressing cells. (E) IF analysis performed on 8-week old female mice confirms co-expression of GH and PRL proteins in pituitary cells. Left panel: IF detection of PRL protein (green). The IF was. Scale bar = 5 μm. Middle panel: IF detection of GH protein (red) in the same field as in left panel. Scale bar = 5 μm. Right panel: The merged images of the PRL IF and GH IF. The white arrows indicate the cells with robust levels of GH protein and PRL protein. The yellow arrows indicate cells with robust level of PRL but without GH protein signal. The orange arrows indicate cells with robust level of GH protein but without PRL protein signal. Histogram: co-expression of GH and PRL in the pituitaries of male or female mice. The IF analysis was performed in pituitary tissue sections of one male mouse (499 GH and/or PRL expressing cells were analyzed) and one female mouse (664 GH and/or PRL expressing cells were analyzed)

The RNA-FISH analysis further confirmed that a fraction of the *Gh* and *Prl* expressing cells were dual positive for these two mRNAs in both female and male mice (Fig. 3C and 3D). The level of co-expression of *Gh* and *Prl* mRNAs was determined by analysis of 5 or more randomly selected fields (>600 cells per pituitary) of pituitary tissue sections. This analysis revealed that 30.8% of all the *Gh* and/or *Prl* expressing cells in the female pituitary co-expressed *Prl* and *Gh* mRNAs (*Gh*^+^/*Prl*^+^) while 25.8% were uniquely positive for *Gh* mRNA (*Gh*^+^/*Prl*^*−*^) and 43.4% cells were uniquely positive for *Prl* mRNA (Fig. 3C). A parallel study of pituitary cells from male mice revealed 31% of the cells as dual positive (*Gh*^+^/*Prl*^+^), 52.3% as uniquely *Gh* positive (*Gh*^+^/*Prl*^*−*^), and 16.7% as uniquely *Prl* mRNA positive (*Prl*^+^/*Gh*^*−*^) (Fig. 3D). We conclude from these studies that co-expression *Gh* and *Prl* mRNAs is prevalent in the *Pou1f1* cell population in the adult pituitary.

We next assessed the prevalence of GH and PRL co-expression at the protein level (Fig. 3E). A double IF for GH and PRL analysis was performed in the tissue sections of an 8-week old male mouse and an 8-week old female mouse. We observed that a subset of cells expressing either GH or PRL co-expressed both of the hormones (14% in the males and 19% in the females) (Fig. 3E). The difference in the percentages of dual positive cells detected by RNA-FISH and by IF most likely reflects the different sensitivities of these two approaches as indicated in our combined RNA-FISH and IF studies (Fig. 3).

We also investigated the gender-specific expression profiles of the *Fshb*. IF studies were used to define the composition of the FSHβ expression cells in male and female mice. Pituitary tissue sections of 8-week old sexually naïve mice were stained with antibody specific for FSHβ (Fig. S4B). The composition of the FSHβ expressing cells was calculated by analysis of >5 selected fields (>800 cells per pituitary) of pituitary tissue sections. The IF results revealed that the FSHβ expressing cells constituted 18.6% of cells in male pituitary and 8.8% in female pituitary (Fig. S4B). These results were consistent with the higher percentage of FSHβ expressing cells in males revealed in our single cell transcriptomic analysis (Fig. 2B and 2C).

*Pomc* mRNA encodes a prohormone that generates multiple smaller peptide hormones by site-specific cleavages specific to particular cells in the pituitary (Cawley et al., 2016). Two of these peptides, ACTH and α-MSH, are lineage specific markers for anterior lobe (AL) corticotropes and intermediate lobe (IL) melanotropes, respectively (Zhu et al., 2007). 

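Pomc together with Gh or Prl was found in 99.8% ± 0.289 (SD, n = 2) of 10X Genomics Mult-like cells and 95.6% ± 2.84 (SD, n = 4) of 8-week WT Drop-seq ones. After thinning to 300 UMIs the shares were 89.7% ± 5.86 and 84.3% ± 5.82, and 47.2% ± 28.8 and 44.4% ± 28.3 in macrophage-like cells. Unthinned, 86.0% ± 19.8 of 10X Genomics macrophage-like cells held the same combination, with 1 such cell of the male left out in thinning. Over all Drop-seq Lac-like cells Pomc stood at 136 ± 74.7 UMIs per 10000, and in 10X Genomics Lac-like cells at 155 ± 64.9.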

The mapping of *Pomc* expression by scRNA-seq revealed that *Pomc* mRNA was present at high levels (equivalent to that detected in the corticotrope lineage) in the cells that constituted the multi-hormone cluster (Fig. 1C) and was co-expressed with *Gh* and *Prl* mRNAs. This observation was validated by scRNA FISH. Combined *Pomc* RNA-FISH and ACTH IF studies revealed that *Pomc* was also expressed in ACTH negative cells in the anterior pituitary (Fig. 4A). Combined RNA-FISH analyses of *Pomc* and *Prl* mRNAs revealed that majority of the *Prl* mRNA positive cells were also positive for *Pomc* mRNA (Fig. 4B). Remarkably, scRNA FISH analysis in female pituitary cells (*n* = 3 pituitaries) revealed that 74% of the cells co-expressed *Pomc* and *Prl* and only 9.8% of the cells were *Pomc*^+^ but *Prl*^*−*^ (Fig. 4C, left graph). A second scRNA FISH analysis in male pituitary cells (*n* = 3 pituitaries) revealed that 59% of all analyzed cells from male pituitary (*n* = 3 pituitaries) co-expressed both *Pomc* and *Gh* while only 18.3% of the cells were *Pomc*^*+*^ but *Gh*^*−*^ (Fig. 4B, right graph). These scRNA FISH and IF studies are concordant with the our scRNA-seq data and suggest that the *Pomc* gene is co-expressed with the *Gh* and/or *Prl* gene(s) in majority of cells in the AL of the adult mouse pituitary.

**Figure 4:**
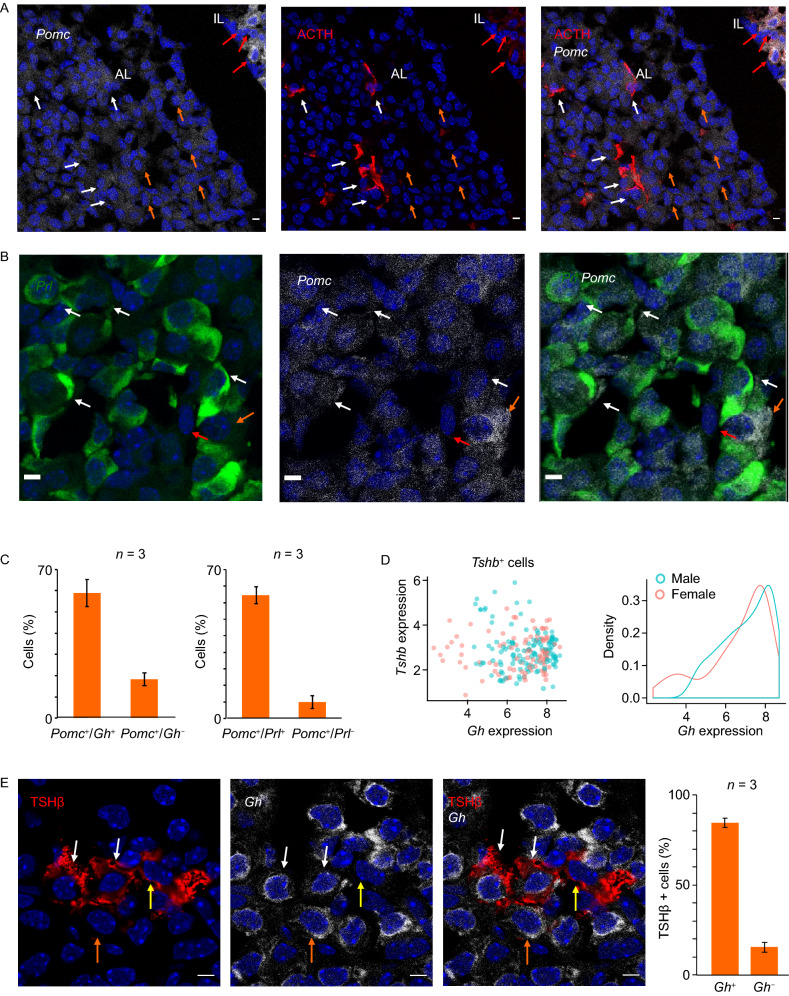
***Pomc*and*Tshb*mRNA is co-expressed with the*Gh*mRNA and*Prl*mRNA in the anterior lobe of the adult pituitary**. (A) *Pomc* mRNA is broadly expressed in the anterior lobe (AL) of the adult pituitary. Left panel: *Pomc* mRNA (gray) was detected by RNA FISH analysis using anti-sense oligo probes (See METHODS). Scale bar = 5 μm. Middle panel: ACTH protein (red) was detected by IF analysis using antibody against ACTH. The ACTH antibody also recognizes α-MSH, the peptide hormone generated by the cleavage of ACTH in the IL. Scale bar = 5 μm. Right panel: Merged images of the *Pomc* RNA FISH and ACTH IF in the same field. Scale bar = 5 μm. The white arrows indicate cells with *Pomc* mRNA and robust levels of ACTH protein in the AL. The orange arrows indicate cells with *Pomc* mRNA in non-corticotropes (ACTH negative) in AL. The merged images further confirm the robust expression of *Pomc* mRNA in the melanotropes (red arrows in the IL). (B) RNA FISH analysis detects co-expression of *Pomc* mRNA and *Prl* mRNA in cells of the anterior lobe of adult pituitary. *Prl* mRNA was detected by FISH using an array of 488-conjugated anti-sense oligonucleotide probes (green in left panel). *Pomc* mRNA was detected by FISH using an array of Cy5-conjugated anti-sense oligonucleotide probes (gray in middle panel). The right panel is the merged images of the *Prl* mRNA FISH and *Pomc* RNA FISH in the same field. The white arrows indicate cells with co-expression of *Prl* and *Pomc* mRNAs, the orange arrow indicates a cell with robust signal for *Pomc* mRNA and without *Prl* mRNA, and the red arrow indicates a cell that is negative for both *Prl* and *Pomc* mRNAs. Scale bar = 5 μm. (C) Histogram summarizes the number of *Pomc*^+^ cells that co-express *Prl* or *Gh* mRNAs in adult pituitary. Left graph: histogram summarizes the number of dual positive cells (*POMC*^+^*Prl*^+^; 74%) and cells positive for *Pomc* but not *Prl* mRNA (*POMC*^+^/*Prl*^*−*^; 9.8%). Right graph: histogram summarizes the number of dual positive cells (*POMC*^+^*Gh*^+^; 59%) and cells positive for *Pomc* but not *Gh* mRNA (*POMC*^+^/*Prl*^*−*^; 18.3%). (D) *Tshb* mRNA is predominantly co-expressed along with *Gh*. Left panel: 2D scatter plot of *Gh* in the *Tshb* mRNA expressing cells. Scatter plot showing the expression level of Tshb and Gh in Tshb+ cells of 8-week-old CD1 WT mice from Drop-seq data set. Sex was color-coded. Right panel: density plot of Gh expression level in Tshb+ cells. (E) Prevalence of *TSHβ* and *Gh* co-expression as revealed by combined RNA-FISH/IF. Detection of TSHβ protein (red in the left panel) was performed by IF and *Gh* RNA detection was established by scFISH (gray in the middle panel). The right panel is a merge of the RNAFISH and IF images. This single field analysis is representative of pituitary cells from tissue sections of three mice (two male mice and one female mouse). The white arrows indicate cells with robust expression of TSHβ protein and *Gh* mRNA. The orange arrow indicates a cell with robust expression of *Gh* mRNA but without TSHβ protein signal. The yellow arrow indicates a cell with TSHβ protein but without *Gh* mRNA signal. Nuclei were stained with DAPI (blue). Scale bar = 5 μm. Histogram: analysis of cells expressing TSHβ and *Gh* mRNAs. The RNA FISH/IF analysis was performed in three pituitaries (*n* = 3). The data reveals that 84.6% of the TSHβ protein positive cells co-expressed *Gh* mRNA

TSHβ is generally considered to constitute one of the three Pou1f1-dependent pituitary hormone genes (Fig. S1) and the expression of TSHβ is thought to define a distinct POU1F1-dependent ‘thyrotrope’ lineage (Zhu et al., 2007). While the scRNA-seq analysis defined clusters corresponding to the two major POU1F1-dependent lineages, somatotrope and lactotrope, as well clusters corresponding to all three of the POU1F1-independent lineages (corticotrope, melanotrope, and gonadotrope), the analysis failed to identify a discrete cell cluster that specifically corresponded to thyrotropes. Instead, *Tshβ*^+^ cells mapped to all three of the major ‘*Pou1f1* lineage’ clusters with a substantial representation in the multi-hormone cluster (Fig. 1C). 

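In the clustering without the compared genes at the paper's resolutions, Tshb was among the 10 leading genes of 2 clusters, both of them Mult-like and from the 10X Genomics libraries, and no Drop-seq cluster had it there. At the other resolution tried for Drop-seq, 0.8, a cluster of 284 cells was led by Dio2 and Tshb, and was found after the clusters were seen. It stayed unnamed, and Tshb was not among the clustering genes. Tshb was seen in 50 of the 284 cells, between 11.5% and 37.5% per library against 2.21% to 9.71% of the other cells of the same library. The share was higher in the cluster in all 8 Drop-seq libraries, and the cluster held 4.71% of the 1061 cells with Tshb. Per 10000 UMIs, Tshb stood at 2.92 to 37.1 in the cluster, by library. Dio2 was seen in 85 of the 284 cells (14.3% to 54.8% per library). Gh was seen in all 284, but also in 82.7% to 100.0% of the other cells of the same library, so it does not set the cluster apart. By the classes used elsewhere, 147 of these cells (51.8%) were Som-like and 112 (39.4%) were unnamed. No unnamed 10X Genomics cluster led by Tshb was found at either resolution.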

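Of the Tshb-positive classified 10X Genomics cells, 11.4% ± 3.65 (SD, n = 2) were Lac-like and 14.5% ± 0.766 Som-like. In the 8-week WT Drop-seq libraries 43.6% ± 11.1 (SD, n = 4) were Mult-like, 20.5% ± 5.61 Som-like and 16.5% ± 6.87 Lac-like. Tshb was seen in 15.2 ± 4.72% of Drop-seq Mult-like, 7.41% of Som-like and 3.57% of Lac-like cells, against 1.52% of macrophage-like cells at median depths of 883, 799, 574 and 799 UMIs. Thinned to 300 UMIs, 7.65 ± 1.40% of 10X Genomics and 4.85 ± 2.47% of Drop-seq Mult-like cells held a Tshb UMI. Per 10000 UMIs, Tshb was at 6.21 ± 5.57 in 10X Genomics Mult-like cells, and at 1.92 ± 0.885 in Mult-like and 3.00 ± 2.59 in Som-like Drop-seq cells, with no order between the last 2 beyond the spread.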

A two-dimensional scatter plot of *Tshβ* and *Gh* mRNA distributions revealed that almost all of *Tshβ*^+^ cells co-expressed both *Gh* and/or *Prl* mRNAs (Fig. 4D). 

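A Gh or Prl UMI was found in all Lac-like, Som-like and Mult-like cells that held a Tshb UMI, in each of the 2 10X Genomics and 4 8-week WT Drop-seq libraries. The 10X Genomics female and male held 79 and 109 such cells, whose 95% exact intervals start at 95.4% and 96.7%. Drop-seq libraries held 30 to 68, at a lower bound of 88.4% for the smallest. Counting only cells with at least 2 UMIs lowered the Drop-seq mean to 97.2%, the largest change among the alternatives.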

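Among Lac-like, Som-like and Mult-like cells thinned to 300 UMIs, Gh was seen in 100.0% of 10X Genomics cells with a Tshb UMI and 99.3% of those without one (n = 2). In Drop-seq cells the shares were 100.0% and 96.1% ± 7.16 (SD, n = 4). Unthinned, Gh was seen in 98.8% ± 2.13 of Drop-seq cells without Tshb.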

Further analysis revealed the concordance of *Tshβ* and *Gh* expression in the *Tshβ* expressing cells (Fig. 4D). This observation was validated by combining IF detection of TSHβ protein with scRNA FISH detection of *Gh* mRNA in male pituitaries; 84.6% of the TSHβ positive cells by IF were also positive for *Gh* mRNA by scRNA FISH (Fig. 4E). The co-expression of TSHβ and GH proteins was further confirmed by IF in cells from an 8-week WT CD1 male mouse; 61% % of TSHβ cells were also positive for GH protein (Fig. S4C). These orthogonal studies lead us conclude that *Tshb* expression, while demonstrating the expected localization to *Pou1f1*^+^ cells, does not define a distinct ‘thyrotrope’ cell cluster. Instead, we find that *Tshb* is expressed in conjunction with *Gh* and/or *Prl*, and maps predominantly to the multi-hormone cluster.

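Thinned to 300 UMIs, 33.0% ± 15.9 (SD, n = 4) of Tshb-positive 8-week WT Drop-seq cells were Mult-like, where Mult-like cells made up 16.5% of classified cells. Per library, unthinned, they were 41 of 72 and 18 of 37 cells in the females and 31 of 90 and 20 of 58 in the males. The paper draws on the absence of a thyrotrope cluster, on Gh or Prl in Tshb-positive cells and on imaging of Gh with TSHβ. From these it concludes that Tshb does not define a separate cell cluster. It places Tshb expression together with Gh and/or Prl, mainly in the multi-hormone cluster.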

### The response of hormone-expressing clusters to major physiologic demands

We next sought extend our analyses of pituitary cell populations to settings of defined physiologic stress. One of the most dramatic alterations in pituitary hormone production is the 10–15 fold increase in serum PRL levels during lactation in both mice and humans (Le Tissier et al., 2015). The molecular mechanisms underlying this increase are unclear (Castrique et al., 2010). In particular, it remains unclear whether this increase reflects an expansion of the lactotrope lineage and/or to alterations in hormone gene expression per lactotrope. To address this issue, we compared in two independent experiments the pituitary cell-type composition in three 13-week lactating female mice with an age-matched virgin female control (Rep 1 (one mouse) and Rep 2 (two mice)). This analysis revealed several noteworthy observations. 

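Libraries of 13-week females were made by Drop-seq from a virgin mouse (n = 1) and from lactating mice (n = 2), of which replicate 1 came from 1 mouse and replicate 2 from 2 mice. After filtering, 3665 cells with 2760232 UMIs were kept for the virgin, and 2676 and 5256 cells with 2520313 and 4963159 UMIs for lactating replicates 1 and 2. Filtering, clustering and summing per class followed those for the 8-week mice. The tests are edgeR's quasi-likelihood tests with a term for each of the 5 groups of the 8 Drop-seq libraries. The single virgin library is therefore assumed to vary like the other groups. These tests hold no term for the batches of the 8-week libraries, so differences between those batches enter the spread they use. A test on the 13-week libraries alone was an alternative. Free RNA was estimated from hormone UMIs in macrophage-like cells and barcodes under 300 UMIs, at 29.8% of UMIs in the virgin and 9.42% and 18.3% in lactating replicates 1 and 2. Those barcodes held a mean of 261 UMIs in the virgin and 208 in lactating replicate 1 and were not shown to be empty, so the estimates are uncertain. In simulations on these counts, 45.5% of 4-fold changed genes were recovered in Lac-like, 38.5% in Som-like and 32.5% in Mult-like cells. The paper tested single cells with a Wilcoxon test.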

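All 10 named classes were found in the virgin library and in both lactating libraries. Mult-like cells made up 18.6% of the virgin's 3577 classified cells (95% exact interval 17.4% to 20.0%). In lactating replicates 1 and 2 their numbers were 369 of 2603 (14.2%) and 886 of 5101 (17.4%) cells.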

First, the overall pattern of cell clustering in each of these 13-week females was similar to that of 7–8 weeks old mice (male and female) with the formation of a multi-hormone cluster in both studies (Fig. 5A). Second, the comparison between the lactating and the virgin 13-week females revealed an expansion of the lactotrope cluster in the lactating state (from 29.3% in control to 36.1% in lactating mice) with reciprocal decreases in representation of clusters representing multi-hormone, gonadotropes, corticotropes, and Sox2+ cells. In contrast to these shifts, the fraction of somatotropes remained largely unchanged (Fig. 5B). These data demonstrate substantial shifts in specific pituitary cell populations in the transition to the lactating state with a net increase in the representation of lactotropes.

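Lac-like cells made up 41.1% of classified cells in the virgin (95% exact interval 39.5% to 42.7%, for counting error only) and 44.9% ± 3.08 (SD, n = 2) in lactating mice, a log2 ratio of 0.13 (standard error 0.31, adjusted p = 0.777 from edgeR). Mult-like cells were at 15.8% ± 2.26 in lactating mice, a log2 ratio of -0.24 (standard error 0.59, adjusted p = 0.777 from edgeR). Gona-like cells were 2.52% in the virgin and 1.56% ± 0.202 in lactating mice, a log2 ratio of -0.68 (standard error 0.36, adjusted p = 0.745 from edgeR). For Cort-like cells the shares were 2.99% and 2.11% ± 0.538 (adjusted p = 0.745), and for Sox2+-like cells 4.08% and 2.99% ± 0.592 (adjusted p = 0.745). Clustering on all variable genes gave 30.9% Lac-like cells in the virgin and 38.5% ± 0.204 in lactating mice, a log2 ratio of 0.32 (adjusted p = 0.616), and keeping only cells with at least 500 UMIs gave the largest log2 ratio, 0.64 (adjusted p = 0.391, the lowest over the alternatives, which reached 0.949).

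**Figure D3:**
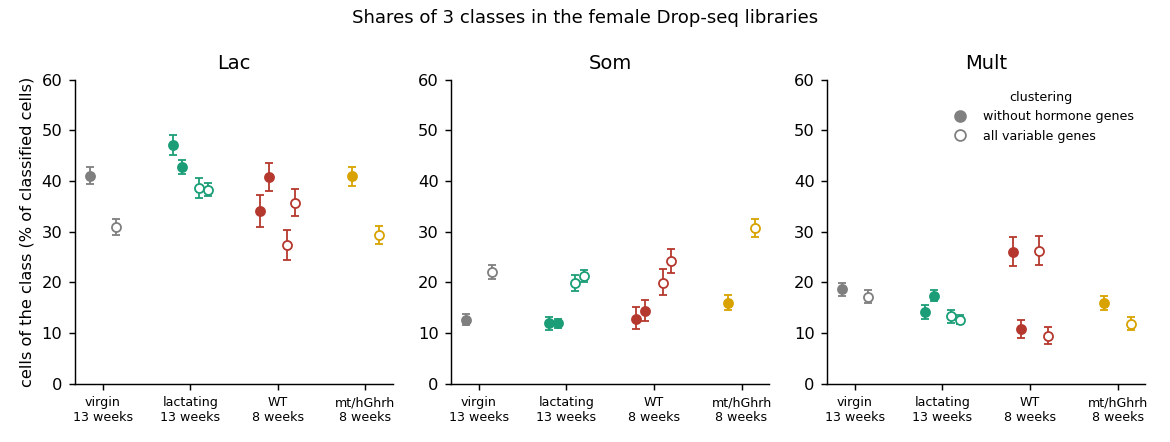
Share of Lac-like, Som-like and Mult-like cells among classified cells (%) in the female Drop-seq libraries, one point per library with its 95% exact binomial interval. Filled points are from the clustering without the compared genes and open points from that on all variable genes, which gave more Som-like and fewer Lac-like cells.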

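Som-like cells made up 12.6% of the virgin's classified cells (95% exact interval 11.5% to 13.7%) and 11.9% ± 0.0210 (SD, n = 2) of those of lactating mice, a log2 ratio of -0.08 (standard error 0.33, adjusted p = 0.824 from edgeR). On all variable genes the shares were 22.1% and 20.5% ± 1.00. With TMM factors on the cell counts the log2 ratio turned to 0.12 (adjusted p = 0.905), and over all alternatives adjusted p ran from 0.511 to 0.949.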

**Figure 5:**
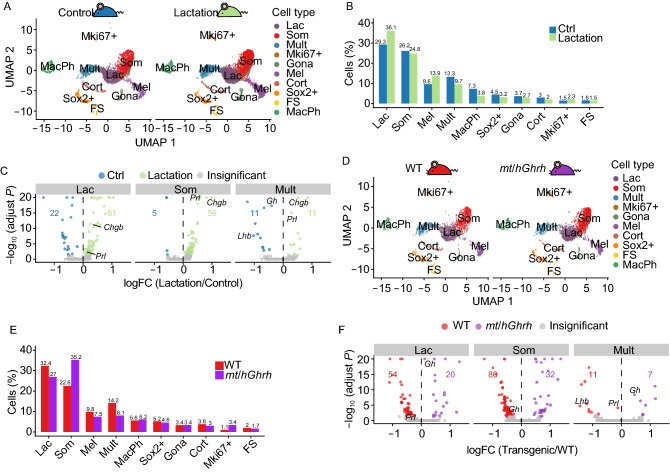
**Single cell analysis of hormone expressing clusters to physiologic demands**. (A) UMAP visualization of pituitary cells from 13-week-old virgin females and lactating females (Control mouse: *n* = 1 (3,532 cells); Lactating mouse: *n* = 2 (7,614 cells)). (B) Cell type composition of control and lactating females. (C) Volcano plot comparing the gene expression levels of control and lactating pituitary cells in Lac, Som and Mult clusters. (D) UMAP visualization of 8-week-old female pituitary cells in WT (*n* = 2 (2,052 cells) and *mt*/*Ghrh* mice (*n* = 1 (2,596 cells). (E) Cell type composition of the age and gender matched WT and *mt*/*hGhrh* mice. (F) Volcano plot comparing the gene expression levels of WT and *mt*/*hGhrh* pituitary cells across Lac, Som and Mult clusters

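Between lactating and virgin Lac-like cells, 1 gene was higher and 4 were lower among 10752 tested (edgeR, adjusted p under 0.05). None was higher and 1 lower of 7921 in Som-like cells and of 8290 in Mult-like cells, where 223 and 138 genes had an unadjusted p under 0.05, and DESeq2 called 1 and 2. In a test on the 13-week libraries alone, the largest change in Lac-like cells, 36 genes were higher and 36 lower. With ambient RNA subtracted, 722 genes were higher and 28 lower in Mult-like cells, 4 and 3 in Som-like and 2 and 5 in Lac-like cells. In GRCm38, Prss22 lies on chromosome 17 from 23993534 to 23998100, Chrna6 on chromosome 8 from 27403212 to 27413944, Gm7340 on chromosome X from 111571699 to 111574450, and Gdpd3 on chromosome 7 from 126766334 to 126775649. Prss22 was at 120.3 CPM in the virgin and had no UMI in lactating Lac-like cells, at least 86.2-fold lower, and Chrna6 was at 88.3 CPM in lactating and 0 in virgin cells, at least 16.4-fold higher, each with a floor of 3 UMIs over the group. Gm7340 and Gdpd3 had log2 fold changes of -5.39 and -4.68, with adjusted p = 3.49e-04 and 7.01e-04 from edgeR. Leaving out either lactating library leaves 1 library in each group. The log2 fold change then ran from -8.98 to -8.86 for Prss22, -5.64 to -5.22 for Gm7340 and -4.90 to -4.43 for Gdpd3. These 3 genes did not stay past the threshold in each of those fits. Cwc22 was called in all 3 classes, at 31.4 CPM in lactating and 1927 CPM in virgin Lac-like cells, a log2 fold change of -5.97 (standard error 0.48, adjusted p = 1.32e-07), but it was also high in the 8-week male Drop-seq libraries. Of the genes the paper names, 32 were tested in Lac-like, 30 in Som-like and 38 in Mult-like cells, 1 passed in each over all genes, and 1, 2 and 3 passed when adjusted over the list alone, a list the study chose on these samples and so not independent evidence.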

We further identified the differentially expressed non-hormonal genes in lactating mice compared to control group. We noted a substantial increase in expression of the neuroendocrine vesicle secretory protein *Chgb* (Barbosa et al., 1991; Gill et al., 1991) (adjusted *P*-value = 3.36 × 10^−37^) (Fig. 5C). 

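Chgb lies on chromosome 2 from 132781278 to 132795079 of GRCm38. Chgb was at 11660 ± 4391 CPM (SD, n = 2) in lactating and 6928 CPM in virgin Lac-like cells, a log2 fold change of 0.75 (standard error 0.44, adjusted p = 1.00) from edgeR. The log2 fold change ranged from 0.30 to 1.09 with either lactating library left out. In Som-like cells it was 1.15 (standard error 0.44, adjusted p = 1.00 from edgeR) and in Mult-like cells 1.05 (standard error 0.46, adjusted p = 1.00).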

The increase in *Chgb* is consistent with the high demand for PRL secretion during lactation. These data lead us to conclude that the enhancement of PRL production during lactation in the mouse reflects the combined effects of an increase in the lactotrope population as well as an elevation in PRL secretion within the lactotrope cells.

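Prl in Lac-like cells was at 103900 ± 16670 CPM (SD, n = 2) in lactating mice and 72870 CPM in the virgin, a log2 fold change of 0.51 (standard error 0.60, adjusted p = 1.00) from edgeR. With ambient RNA subtracted, the log2 fold change turned to -0.13 (adjusted p = 0.987), and over all alternatives adjusted p ran from 0.931 to 1.00. From the larger lactotrope share and the higher expression of Chgb, the paper concludes that both more lactotropes and more secretion per cell raise PRL during lactation.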

In addition to its expression in lactotropes, *Prl* expression is also a prominent attribute of the multi-hormone cell cluster. We next sought to determine whether the cells in the multi-hormone cluster contributed to the increased pituitary production of PRL in support of lactation. 

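Prl stood at 425200 ± 11670 CPM (SD, n = 2) in lactating and 273000 CPM in virgin Mult-like cells, a log2 fold change of 0.64 (standard error 0.58, adjusted p = 1.00) from edgeR. With either lactating library left out the log2 fold change was 0.60 or 0.64. The Mult-like share on all variable genes was 17.2% in the virgin and 12.9% ± 0.453 in lactating mice, a log2 ratio of -0.41 (standard error 0.63, adjusted p = 0.616 from edgeR), with adjusted p from 0.511 to 1.000 over all alternatives.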

We noted that the representation of the multi-hormone cluster in the lactating mice decreased from that in the control (13.3% vs. 9.7%, respectively) (Fig. 5B) while the expression of *Prl* in the cells within this cluster increased substantially (adjusted *P*-value = 8.42 × 10^−16^) (Fig. 5C). In contrast, the expression of *Lhb* in the cells within this cluster significantly decreased (adjusted *P*-value = 2.34 × 10^−8^). These shifts are consistent with prior reports that the LHβ secretion is decreased during pregnancy in parallel with the inhibition of estrous cycle (Smith and Fox, 1984). 

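Lhb was counted at 72.4 ± 12.7 CPM (SD, n = 2) in lactating and 595 CPM in virgin Mult-like cells, a log2 fold change of -3.06 (standard error 0.53, adjusted p = 0.0871 from edgeR). It passed the threshold under 8 alternatives, among them DESeq2 (adjusted p = 0.00332), ambient RNA subtracted (7.31e-04) and the 13-week libraries alone (1.19e-04). Across all alternatives the adjusted p ranged from 1.28e-06 to 0.891. Lhb was past the threshold when adjusted over the list alone.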

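Som-like cells held 55620 ± 16330 CPM (SD, n = 2) of Prl in lactating mice and 28920 CPM in the virgin, a log2 fold change of 0.94 (standard error 0.57, adjusted p = 1.00) from edgeR. The log2 fold change with either lactating library left out was 0.63 or 1.24. Som-like barcodes held on average 0.873 times the Prl UMIs of macrophage-like barcodes in the virgin, and 1.80 and 1.32 times in lactating replicates 1 and 2.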

We also observed a highly significant increase of *Prl* expression (adjusted *P*-value = 9.11 × 10^−126^) in the somatotropes of lactating mice compared with the control (Fig. 5C). In summary, these results demonstrated that the cells in the multi-hormone and somatotrope clusters undergo transcriptomic shifts that support increased production of PRL in the lactating female. These findings lead us to conclude that the induction of *Prl* expression in lactating females is based on a complex mix of shifts in cell composition along with changes in cluster transcriptome profiles.

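Gh changed by a log2 fold change of -0.02 in Lac-like and -0.32 in Mult-like cells (adjusted p = 1.00 and 1.00 from edgeR). From shifts in cluster shares and from higher Prl in multi-hormone and somatotrope clusters, the paper concludes that cell composition and expression within clusters together raise Prl in lactating females.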

We next assessed the impact of a second major stress on the pituitary; the overexpression of *Ghrh*. GHRH is the major hypothalamic regulator of somatotrope function (Mayo et al., 1988); it is delivered to the anterior pituitary via the hypothalamic/pituitary venous portal circuit and binds to somatotrope cell surface receptors (GHRHR) to stimulate somatotropes proliferation of as well as to stimulate expression and secretion of GH (Mayo et al., 2000; Gaylinn, 2002). A well-described *mt*/*hGhrh* transgenic model (Mayo et al., 1988) has been previously reported and shown to drive high levels of GH expression in the mouse with resultant gigantism (Mayo et al., 1988; Ho et al., 2002). 

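The mt/hGhrh mice carry a transgene for human growth hormone releasing hormone, and a single Drop-seq library (n = 1) of 8-week females was compared with the 8-week WT female Drop-seq libraries (n = 2). The transgenic library kept 2797 cells with 2381280 UMIs, at a mean of 851 UMIs per cell, and 2667 cells fell in a class. Tests were edgeR's quasi-likelihood tests over the 5 groups of the 8 Drop-seq libraries, in which the single transgenic library is assumed to vary like the other groups. They hold no term for the batches of the WT libraries either. A test on the female 8-week Drop-seq libraries alone was an alternative. The free RNA estimate was 32.1% of UMIs in the transgenic library and 9.03% and 2.00% in WT female replicates 2 and 3, from barcodes with a mean of 267, 188 and 92.0 UMIs that were not shown to be empty. In simulations on these counts, 34.5% of 4-fold changed genes were recovered in Lac-like, 32.5% in Som-like and 22.5% in Mult-like cells.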

We performed Drop-Seq analysis of 2,596 pituitary cells isolated from two 8-week old virgin female mice carrying the *mt*/*hGhrh* transgene (Mayo et al., 1988) and age-matched virgin non-transgenic females. This analysis revealed the assembly of an array of clusters that paralleled those detected in 8-week old non-transgenic mice as well as the 13-week old virgin and lactating females (Fig. 5D). A multi-hormonal cluster was again observed in this analysis as well as the full array of hormone-expressing and non-hormonal cell clusters that were seen in the preceding analyses. 

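All 10 named classes were present in the transgenic library. Among its classified cells, 3.52% were Mki67+-like (95% exact interval 2.86% to 4.30%) and 2.29% Gona-like, and Mel-like, Sox2+-like and Cort-like cells made up 6.71%, 4.5% and 2.74%. Mki67+-like cells made up 1.39% ± 0.462 (SD, n = 2) of the WT female Drop-seq libraries, a log2 ratio of 1.35 (standard error 0.74, adjusted p = 0.836 from edgeR).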

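Som-like cells made up 16.0% of classified cells in the transgenic library (95% exact interval 14.6% to 17.4%) and 13.6% ± 1.10 (SD, n = 2) in WT females, a log2 ratio of 0.24 (standard error 0.33, adjusted p = 0.836 from edgeR). With all variable genes in the clustering, which moved these shares most, they were 30.7% and 22.1% ± 3.00, a log2 ratio of 0.48 (standard error 0.37, adjusted p = 0.975 from edgeR), with adjusted p from 0.600 to 0.975 over all alternatives.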

When compared with the WT control, the analysis of the *hGhrh* transgenic pituitaries revealed a marked expansion in the somatotrope cluster; from 22.6% of total pituitary cells in WT to 35.2% in the *hGhrh* transgenic (Fig. 5E). This increase in the representation of the somatotrope cluster was paralleled by a reciprocal decrease in the representations of the multi-hormone (14.2% to 8.1%) and lactotrope (32.4% to 27%) clusters (Fig. 5E). 

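Mult-like cells were at 15.9% in the transgenic library (95% exact interval 14.6% to 17.4%) and 18.4% ± 10.8 (SD, n = 2) in WT females, a log2 ratio of -0.20 (standard error 0.61, adjusted p = 0.836 from edgeR). The WT libraries were at 26% and 10.7%, and without WT female replicate 2 the log2 ratio was 0.57, without replicate 3 -0.71. Lac-like cells were at 40.9% (95% exact interval 39.1% to 42.8%) and 37.4% ± 4.79, a log2 ratio of 0.13 (standard error 0.31, adjusted p = 0.836 from edgeR). On all variable genes the Mult-like shares were 11.9% and 17.8% ± 11.9 and the Lac-like shares 29.4% and 31.5% ± 5.98, with the Lac-like log2 ratio turned to -0.10.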

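Gh stood at 63100 CPM in transgenic and 61400 ± 52800 CPM (SD, n = 2) in WT female Lac-like cells, a log2 fold change of 0.04 (standard error 0.69, adjusted p = 0.997) from edgeR. The WT libraries were at 1008 and 287 Gh UMIs per 10000 in replicates 2 and 3 and the transgenic one at 613, and with either WT library left out the log2 fold change was -0.66 or 1.40. In Som-like cells it was -0.40 (standard error 0.53, adjusted p = 0.866). Of 10752 genes tested in Lac-like cells, 6 were higher and 1 lower (edgeR, adjusted p under 0.05), of 7921 in Som-like cells 21 and 2, and of 8290 in Mult-like cells 7 were higher and none lower. In Mult-like cells 648 genes had an unadjusted p under 0.05, and DESeq2 called 4 higher and 1 lower. Subtracting ambient RNA changed these counts most, to 6 higher and 41 lower in Lac-like, 18 and 56 in Som-like and 56 and 487 in Mult-like cells, so that most genes called were lower.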

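In GRCm38, 3930402G23Rik lies on chromosome 8 from 10924427 to 10928696, Spink5 on chromosome 18 from 43963235 to 44022501, and B230209E15Rik on chromosome 7 from 61529871 to 61615327. In GRCm38, Kctd4 lies on chromosome 14 from 75955009 to 75966206, Snhg11 on chromosome 2 from 158375638 to 158386145, Slc26a11 on chromosome 11 from 119355557 to 119381079, Nell2 on chromosome 15 from 95075230 to 95528559, and Flrt1 on chromosome 19 from 7092001 to 7105729. Snhg11 was at 1464 CPM in transgenic and 50.8 CPM in WT Som-like cells, a log2 fold change of 5.03 (standard error 0.52, adjusted p = 6.84e-09), and at 1538 and 188 CPM in Lac-like cells. In Lac-like cells, 3930402G23Rik and Spink5 had no WT UMI and were at least 21.2-fold and 16.8-fold higher, with a floor of 3 UMIs over the group, B230209E15Rik had a log2 fold change of 5.82 and Kctd4 one of -3.71. In Som-like cells Slc26a11 and Nell2 had log2 fold changes of 5.32 and 4.79, and Flrt1, absent from the transgenic library, was at least 9.21-fold lower. Leaving out either WT library leaves 1 library in each group. In Som-like cells the log2 fold change then ran from 3.994 to 8.427 for Slc26a11 and 4.201 to 7.812 for Nell2. It ran from -7.89 to -7.151 for Flrt1 there. In Lac-like cells it ran from 8.599 to 8.686 for Spink5 and 2.282 to 4.628 for Snhg11. In these classes, these genes did not stay past the threshold in each of those fits.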

Differential gene expression analysis in the *hGhrh*-transgenic pituitaries revealed significant increase in the level of *Gh* mRNA expression in cells within the lactotrope cluster (Fig. 5F). Importantly, *Gh* expression was also significantly increased in the multi-hormone cells with reciprocal decreases in *Prl*, *Lhb*, and *Pomc* mRNAs were (Fig. 5F). These shifts in cell cluster representation and gene expression in response to *Ghrh* overexpression highlight the contributions and coordination of the three major *Pou1f1*-expressing cell clusters in both their relative cell representations and in their gene expression profiles. Furthermore, GO enrichment analysis showed that the top 100 differentially expressed genes of the multi-hormone cells were enriched in hormone activity and secretory granule (Table S3). These studies further validated the utility of scRNA-seq analysis in identifying shifts in cell representation and transcriptome expression profiles in response to physiologic demands.

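Gh was measured at 266200 CPM in transgenic and 206400 ± 93340 CPM (SD, n = 2) in WT Mult-like cells, a log2 fold change of 0.37 (standard error 0.55, adjusted p = 0.905) from edgeR, a difference within the spread between WT libraries. Prl was at 95630 and 123800 ± 83110 CPM, a log2 fold change of -0.37 (standard error 0.57, adjusted p = 0.910), and without 1 WT library the log2 fold change was -0.87 or 0.56. Lhb stood at 56.3 and 431 ± 311 CPM, a log2 fold change of -2.93 (standard error 0.64, adjusted p = 0.213), and passed the threshold by DESeq2 (adjusted p = 0.00979), with no filter on low counts (0.00280), with ambient RNA subtracted (0.0176) and without WT female replicate 3 (7.65e-05), in a range from 7.65e-05 to 0.645 over all alternatives. Pomc was at 19190 and 62380 ± 11720 CPM, a log2 fold change of -1.70 (standard error 0.52, adjusted p = 0.457). Of the 38 genes the paper names that were tested in Mult-like cells, none passed over all genes by edgeR and 4 (Lhb, Gnrhr, Col1a1 and Pomc, all lower) when adjusted over the list alone, which the study chose on these samples and which is not independent evidence. In GRCm38, Ghrh lies on chromosome 2 from 157329497 to 157347506, Igkc on chromosome 6 from 70726435 to 70726966, Igha on chromosome 12 from 113254830 to 113260236, and Crisp1 on chromosome 17 from 40293758 to 40319207. The genes past the threshold included Ghrh, Igkc and Igha, at 259, 269 and 253 CPM in transgenic Mult-like cells, with no WT UMI and at least 42.2-fold, 43.8-fold and 41.2-fold higher, B230209E15Rik, at least 19.4-fold higher, and Crisp1, with a log2 fold change of 4.92 (standard error 0.87, adjusted p = 0.0305). Nearly all Igkc and Igha UMIs lay in 1 barcode each, 163 of 167 and 157 of 157.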

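With cluster shares and hormone expression both shifted in the transgenic mice (Fig. 5E and 5F), the paper states that the 3 main Pou1f1-expressing clusters contribute to the response to Ghrh in a coordinated way. For Som-like cells Prl had a log2 fold change of -0.95 (standard error 0.58, adjusted p = 0.657) from edgeR.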

## Discussion

Current understanding of pituitary function is based upon a binary model in which each of the six distinct endocrine cell types is dedicated to the synthesis and secretion of its corresponding polypeptide hormone (Fig. S1). The function of each lineage is considered as mutually exclusive and under the control of a corresponding set of discrete hypothalamic/pituitary regulatory circuits (Zhu et al., 2007; Kelberman et al., 2009; Davis et al., 2013). However, scattered reports of pituitary cells co-expressing multiple hormones have suggested that the organization and function of the pituitary may be more complex than commonly appreciated (Frawley and Boockfor, 1991; Childs, 2000; Seuntjens et al., 2002a; Villalobos et al., 2004b) and the prevalence and complexity of ‘multi-hormone’ cells in the adult anterior pituitary has remained undefined on a systematic and global level. Thus, understanding the compositions and functions of pituitary cell lineages and their relationships to hormone expression warrants further study.

Here we report a series of orthogonal single-cell analyses that address fundamental aspects of pituitary cell organization, lineage specification, and functional plasticity. Our single cell transcriptome analyses yielded findings that were consistent with certain aspects of existing models while substantially extending and modifying others. While the analyses confirmed the presence of three discretely clustering *Pou1f1*-independent cell lineages (corticotropes, melanotropes, and gonadotropes (Fig. 1B)), they also revealed that the organization and functions of the Pou1f1-dependent lineages are substantially complex (Fig. 1). The initial presumption going into this study was that the clustering analysis would generate three discrete *Pou1f1*^+^ clusters corresponding to somatotropes, lactotropes, and thyrotropes, each dedicated to the exclusive expression of its corresponding hormone; *Gh*, *Prl*, and *Tshb*, respectively (Fig. S1) (Zhu et al., 2007). However, our unbiased scRNA-seq failed to confirm the existence of a unique ‘thyrotrope’ lineage and instead revealed that the majority of *Tshb* mRNA expression, along with a significant fraction of *Gh* and *Prl* mRNAs, were derived from a novel *Pou1f1*-expressing ‘multi-hormonal’ cell cluster. The discovery of this multi-hormone cell cluster challenges current models of pituitary lineage distinctions and the segregation of hormone expression.

Our multiple independent scRNA-seq analyses on pituitaries isolated from mice of varying ages and genders as well as under two well defined setting of physiologic stress reproducibly identified the unique multi-hormone cluster. Most intriguing was the observation that the cells in this cluster not only expressed well defined POU1F1-dependent genes such as *Gh*, *Prl*, and *Tshb*, but also expressed robust levels of mRNAs encoded by two genes, *Pomc* and *Lhb*, that are traditionally categorized as POU1F1-independent. A series of single cell RNA and protein imaging studies documented co-expression of the ‘POU1F1-dependent’ and the ‘POU1F1-independent’ hormone genes within individual cells (Figs. 2, 3 and S4).

While multi-hormone producing cells have been previously identified by others using immuno-fluorescent and targeted RT-PCR analyses (Seuntjens et al., 2002a, b; Villalobos et al., 2004a), their abundance, full array of hormone gene expression, and physiological function(s) have remained unclear. Our analyses reveal that the cells in this multi-hormone cluster share a defined transcription program and respond to physiological demands *in vivo*. For example, in lactating females, the level of *Prl* expression increases in the cells in this cluster with reciprocal decreases in *Lhb* and *Gh* mRNAs. Likewise, in transgenic mice overexpressing the *hGhrh* gene, *Gh* expression increases in the multi-hormone cells while the expression of other pituitary hormones significantly decreases. These observations suggest that cells in the multi-hormone cluster are able to respond to substantial physiological demands and exhibit plasticity of pituitary function and hormone production.

The multi-hormone cluster constitutes a substantial fraction (5.4%–11.4%) of total pituitary cell population. The cells within this cluster appear to serve as a transitional cell pool that can respond to shifts in hormone production. Such shifts are likely essential to support physiological demands imposed by pregnancy, lactation, and pubertal growth. Changes in hormone gene expression patterns in such a large number of cells can significantly facilitate the response of the hypothalamic/pituitary axis to acute physiologic demands. It will be of interest to further explore the molecular/signaling pathways that control the cellular plasticity of the cells within the multi-hormone cluster.

The developmental origin(s) of the *Pou1f1*^*+*^ multi-hormonal cells in adult mouse pituitary is presently unclear. The broad functional capacity of these cells cannot be accounted for in current models of anterior pituitary development and cellular differentiation (Fig. S1). However, recent studies suggest that these cells may be induced by the actions of PROP1. PROP1, a paired-like homeodomain transcription factor, was initially described as a factor that triggers the activation of *Pou1f1* and the differentiation of the POU1F1-dependent lineages during pituitary development (Andersen et al., 1995; Gage et al., 1996). However, recent lineage tracing studies in the mouse reveal that PROP1 is in fact expressed in progenitor cells that generate the full spectrum of endocrine cell types in the pituitary, those considered to be ‘POU1F1-dependent’ as well as those considered to be ‘POU1F1-independent’ (Davis et al., 2016; Perez Millan et al., 2016). Multi-hormone expressing cells may therefore be generated through the activity of PROP1 during pituitary development.

In addition to revealing the presence of the multi-hormone cell cluster, the Drop-seq analysis highlighted complex relationships between the functions of the other two major POU1F1 clusters, the somatotropes and lactotropes. While the cells in these two clusters could be readily identified by a preponderant expression of either *Gh* or *Prl* as well as by a number of corresponding signatory mRNAs (See Fig. 1 and accompanying text), the majority of these cells co-expressed *Gh* and *Prl* to varying degrees (Figs. 1 and 2). Furthermore, the levels of *Prl* expression in somatotropes increased substantially in lactating mice while *Gh* expression increased significantly in the lactotropes of the *hGhrh* transgenic mice (Fig. 5). These data suggest that the capacity of the somatotrope and lactotrope lineages to express both *Prl* and *Gh* may be critical to a robust response to major physiological demands.

The synthesis and secretion of the pituitary hormones are impacted by multiple physiologic variables that directly relate to sexual maturation, reproduction, and somatic development. As such, sexual dimorphism in pituitary structure and hormonal output has been previously identified in a number of these settings (Michael et al., 1980; Lamberts and Macleod, 1990; Nishida et al., 2005). Of interest, the Drop-seq analysis of the pituitaries of 7–8 weeks old, sexually-naïve mice confirmed that even at the young adult stage there is strong evidence for sexual dimorphism. The most striking gender distinctions in this regard was the dominance of the somatotropes in the males (Fig. 5), the relative enrichment of lactotropes in in females (Fig. 5), and the distinct patterns of gonadotrope hormone expression between the two genders (Fig. 5).

In conclusion, we have combined single-cell RNA sequencing with RNA and protein single cell imaging to analyze the gene expression programs of cells within the adult mouse pituitary. The results have revealed unanticipated levels of cellular diversity and lineage plasticity in pituitary cell-type composition and hormone expression. The findings reveal a significant fraction of cells that co-express multiple hormones, sexual dimorphisms of lineage composition and cell prevalence, and the plasticity of cell functions in response to major physiologic demands. These single-cell transcriptomic data sets, along with experimental approaches to identifying the factors that underlie these complexities of lineage structure and function, can now be further extended to explore pituitary functions in settings of physiologic stress and disease.

## Methods

### Animals

Six-week old CD1 mice were purchased from Charles River (Wilmington, MA) and were housed for a minimum of 1 to 2 weeks in rooms with 12-hour light/dark cycles prior to studies. All aspects of the mouse studies were approved by the University of Pennsylvania Laboratory Animal Use and Care Committee. The *mt*/*hGRF* transgenic mice were originally obtained from Dr. Ralph Brinster at the University of Pennsylvania (Hammer et al., 1985) and have been described in a number of our prior reports (Ho et al., 2002; Ho et al., 2008).

### Single cell preparation

Single cell pituitary suspensions were prepared by non-enzymatic methods as previously descripted (Ho et al., 2011) with minor modifications to adapt to the Drop-seq protocol (Macosko et al., 2015). Briefly, the pituitaries were isolated and washed with cold PBS, incubated with 1 mL of enzyme-free cell dissociation buffer (Life technologies, Carlsbad, CA) for 1 min, passed through a 40 μm cell strainer, and then re-suspend in PBS.

### Single-cell RNA-Seq library preparation and sequencing

Drop-seq was performed as previously described with minor modifications (Macosko et al., 2015). Specifically, cells were captured on barcoded beads, reverse transcribed, and treated with exonuclease prior to amplification. The cDNA from an aliquot of 6,000 beads was amplified by PCR in a volume of 50 μL (25 μL of 2× KAPA HiFi hotstart readymix (KAPA biosystems), 0.4 μL of 100 μmol/L TSO-PCR primer (AAGCAGTGGTATCAACGCAGAGT), 24.6 μL of nuclease-free water) to determine an optimal number of PCR cycles for cDNA amplification. The thermal cycling parameter was set to: 95 °C for 3 min; 4 cycles of 98 °C for 20 s, 65 °C for 45 s, 72 °C for 3 min; 9 cycles of 98 °C for 20 s, 67 °C for 45 s, 72 °C for 3 min; 72 °C for 5 min, hold at 4 °C. The amplified cDNA was purified twice with 0.6× SPRISelect beads (Beckman Coulter) and eluted with 10 μL of water. 10% of amplified cDNA was used to perform real-time PCR analysis (1 μL of purified cDNA, 0.2 μL of 25 μmol/L TSO-PCR primer, 5 μL of 2× KAPA FAST qPCR readymix, and 3.8 μL of water) to determine the additional number of PCR cycles needed for optimal cDNA amplification (Applied Biosystems QuantStudio 7 Flex). PCR reactions were then optimized per total number of barcoded beads collected for each Drop-seq run, adding 6,000 beads per PCR tube, and run according to the aforementioned program to enrich the cDNA for 4 + 12 to 13 cycles. The amplified cDNA was ‘tagmented’ using the Nextera XT DNA sample preparation kit (Illumina, cat# FC-131-1096), starting with 550 pg of cDNA pooled in equal amounts from all PCR reactions for a given run. After quality control analysis using a Bioanalyzer (Agilent), libraries were sequenced on an Illumina NextSeq 500 instrument using the 75-cycle High Output v2 Kit (Illumina). The library was loaded at 2.0 pmol/L and the Custom Read1 Primer (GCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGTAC) was added at 0.3 μmol/L in position 7 of the reagent cartridge. The sequencing configuration was 20 bp (Read1), 8 bp (Index1), and 50 or 60 bp (Read2). Two male samples and two female samples (two mice per sample) from 8-week old CD1 mice, 1 sample from 13-week old virgin mouse, 2 samples from 13-week lactation mice and 1 sample from two *mt*/*hGRF* transgenic mice (Table S2), were analyzed with Drop-seq in five sequencing runs. For 10X Genomics platform, the single cell suspension of 8-week old mouse pituitary was loaded onto a well on a 10x Chromium Single Cell instrument. Library preparation was performed according to the manufacturer’s instructions (Chromium Single Cell 3’ Library & Gel Bead Kit v2). All sequencing data associated with this study have been deposited to Gene Expression Omnibus (GEO) under the accession code GSE146619. The analysis source code underlying the final version of the paper is available on GitHub repository (https://gibhub.com/wulabupenn/mPit).

### Read mapping

Paired-end sequencing reads of Drop-seq were processed as previous described (Hu et al., 2017). Briefly, after mapping the reads to the mouse genome (mm10, Gencode release vM13), exonic reads mapped to the predicted strands of annotated genes were retrieved for the cell type classification. Uniquely mapped reads were grouped by cell barcode. To digitally count gene transcripts, a list of UMIs in each gene, within each cell, was assembled, and UMIs within ED = 1 were merged together. The total number of unique UMI sequences was counted, and this number was reported as the number of transcripts of that gene for a given cell. Raw digital expression matrices were generated for all of the 8 samples. For 10X Genomics data sets, cellranger was used to generate digital expression matrices.

### Cell type classification

To enable directly comparative analyses among different conditions, such as male versus female, lactation versus virgin, WT versus *mt*/*hGRF* transgenic mice, we used Seurat 3 (v. 3.0.0) which has been demonstrated as an effective approach to perform joint analyses and build an integrated reference (Stuart et al., 2019) (Fig. S2A and S2B). The raw digital expression matrices of all 8 samples from Drop-seq runs were combined and loaded into the Seurat 3. For normalization, UMI counts for all cells were scaled by library size (total UMI counts), multiplied by 10,000, and transformed to log space. Only genes found to be expressing in >10 cells were retained. Cell with a high percentage of UMIs mapping to mitochondrial genes (≥0.1) were discarded. In addition, cells with fewer than 300 UMI counts, fewer than 100 detected genes, or more than 4,000 detected genes were discarded, resulting in 19,867 cells from 8 samples. The nUMIs and nGenes are shown (Fig. S2C). The top 2,000 highly variable genes (HVGs) were identified using the function *FindVariableFeatures* with “vst” method. Canonical correlation analysis (CCA) was used to identify common sources of variation among WT, *hGHRF* transgenic mice, and lactating mice. The first 30 dimensions of the CCA was chosen to integrate the 6 datasets, including 2 replicates of 8-week old WT mice, 1 replicate of 13-week old virgin female mice, 2 replicates of 13-week old lactation female mice and 1 replicate of 8-week old *mt*/*hGRF* transgenic mice. After integration, the expression levels of HVGs in the cells were scaled and centered along each gene and was subjected to PCA analysis. The top 25 PCs were selected and used for 2-dimension reduction by Uniform Manifold Approximation and Projection (UMAP). Clusters were identified using the function *FindCluster* in Seurat with the resolution parameter set to 0.4. Assessing a number of different PCs for clustering revealed that the variation of PC number selection was relatively insensitive to the clustering results (Fig. S2D). Cells were classified into 14–22 clusters with the resolution parameter from 0.4 to 1 (Fig. S2E). Clustering resolution parameters were varied quantitatively based on the number of cells being clustered. After the clustering results with different resolutions were compared and evaluated, we chose a resolution value of 0.4. Using this approach, we were able to assign 19,660 cells to 14 clusters. Two cell clusters, which was annotated as red blood cell and NK cell cluster, were excluded in the downstream analysis. We further filtered out two clusters; one cluster contained 638 cells with low quality and the other cluster, with almost double number of genes per cell as compared to other cell clusters, were considered cell doublets. In all, 1,462 cells (7.4% of input data) were removed from the downstream analysis and 18,405 cells were assigned into 10 cell clusters. Marker genes were identified using the function *FindMarkers* in Seurat. Cell type was annotated based on top ranked marker genes. To this end, the information was used to build an integrated cell type reference of mouse pituitary (Table S2).

For cell type classification of 10X Genomic data set, low quality cells were filtered out (200 < nGenes < 3000 and percent.mt < 10). Canonical correlation analysis (CCA) was used to identify common sources of variation between male and female mice and then used to integrate two data sets. After integration, the expression levels of HVGs in the cells were scaled and centered along each gene and was subjected to PCA analysis. The top 15 PCs were selected and used for 2-dimension reduction by Uniform Manifold Approximation and Projection (UMAP). Clusters were identified using the function *FindCluster* in Seurat with the resolution parameter set to 0.4. Clustering resolution parameters were varied quantitatively based on the number of cells being clustered. After the clustering results with different resolutions were compared and evaluated, we chose a relative high-resolution value of 1.6. After checking the top marker expression in each cluster, we empirically merged clusters showing largely overlap of top marker genes and finally were able to assign 2,780 cells to 10 clusters.

### Background correction of the cell transcriptomes

After clustering, we found that highly transcribed hormone genes (*Gh*, *Prl* and *Pomc*) could be detected in blood cells. This observation most likely represented cross-contamination of free RNAs, which is a common issue for all the droplet based single cell analysis (Cheung et al., 2018; Fletcher et al., 2019). Since these mRNAs are highly expressed in the pituitary but should be absent in the blood cells, their levels in blood cells represent a background noise signals. We adapted a previous background correction approach (Han et al., 2018; Fletcher et al., 2019) to correct the level of contaminated mRNA. We defined expression threshold of contaminated genes as cutoff of background noise. The relative expression level of highly expressed genes (Gh, Prl and Pomc) were then shown in the dot plot (Figs. 2C and S2A). To evaluate different method of ambient RNA correction, we adopted SoupX (Young and Behjati, 2018) to correct the ambient RNA of each library and the results showed the consistence between two methods.

### Comparison of single cell RNA-seq data sets

To assess the validity of single cell RNA-seq results between 2 platforms or this study with previous study (Cheung et al., 2018). To compare cell-type-specific expression signatures, we computed the pairwise Pearson correlation coefficients between each pair of cell types in the data set for a common set of genes. To generate a common marker gene list for the pairwise comparison, we identified marker genes for different single cell data set by function *FindAllMarkers* in R package Seurat, respectively. Average natural log scaled UMI counts were used to generate the gene expression matrix, respectively. R function cor.test was used to calculate the pairwise Pearson correlation coefficients.

### Identification of differentially expressed genes

Differential gene expression analysis between control mice and *Ghrh* transgenic mice or between control mice and lactating mice was performed using the function *FindMarkers* in Seurat, using a Wilcoxon rank sum test. Genes with an adjust *P*-value less than 0.05 were considered to be differentially expressed. For Table S3, we ranked the genes by adjust *P*-value. Top 100 genes of each cell cluster were subjected to gene ontology (GO) enrichment analysis. GO enrichment analysis were performed as previous (Hu et al., 2018). The significance of enriched GO term was assessed by hypergeometric distribution.

### Probe design for single-cell RNA fluorescent *in situ* hybridization (scRNA FISH)

The strategy for the scRNA FISH probe design followed the strategy generally used for Single-molecule Oligopaint FISH studies (Beliveau et al., 2015). Each 40 nt primary probe contained 20 nt complementary to the exons of the mRNAs (*Gh*, *Prl*, and *POMC)* with a 20 nt non-genomic tag located at the 5′ end. 20 distinct primary probes scanning each targeted mRNA were used in each probe library. The tag sequence was unique for each mRNA library (Beliveau et al., 2015). A fluorophore-labeled secondary oligo with base complementarity to the tag sequence was used to detect the hybridized primary probes. All oligos were synthesized by Integrated DNA Technologies (IDT; Coralville, IA). The sequences of the primary and secondary oligos are available upon request.

### Preparation of pituitary tissue sections

The pituitaries of 8-week old mice were excised and washed in ice-cold PBS. The tissue was fixed in 4% paraformaldehyde for 2 h at 4 °C. The tissue was cryo-protected in 30% sucrose and embedded in Tissue-Tek OCT compound (Sakyra Finetek USA Inc, REF:4583) and frozen at −80 °C. Coronal or sagittal sections (6 μm thickness) were generated and mounted on slides. The slides were dried at room temperature for 2 h and stored at −20 °C prior to analysis.

### scRNA FISH and immuno-fluorescent-scRNA (IF-scRNA) FISH

The procedures for RNA FISH were as described (Ragoczy et al., 2006; Ho et al., 2013; Beliveau et al., 2015) with modifications. Briefly, slides were removed from −20 °C storage and dried at room temperature for 1 h. The slides were washed with PBS, fixed with 3.7% formaldehyde in PBS for 20 min, washed with PBS and treated with 70% ethanol at 4 °C for overnight. 500 pmol of primary oligo library (19 to 22 oligos) and equal amount of fluorophore-labeled secondary were used for each slide (6–8 tissue sections). Prior to hybridization, the slides were washed with PBS, sequentially dehydrated in 70%, 90%, and 100% ETOH, and then equilibrated in 10% formamide/2× SSC, pH 7.0. The mixture of the primary oligo probes and the secondary probes were hybridized to the cells in 10% formamide/10% dextran sulfate/2× SSC/5 mmol/L ribonucleotide vanadate complex/0.05% BSA/1 μg/μL *E*. *coli* tRNA. The probes were heat denatured at 85 °C for 5 min, pre-annealed at 37 °C, and then hybridized overnight at 37 °C in a humidified chamber. Slides were sequentially washed in 10% formamide/2× SSC, pH 7 followed by 2× SSC at 37 °C and then mounted with Fluoroshield with DAPI (Sigma, St. Louis, MO).

For IF analysis, the slides were removed from −20°C, dried at room temperature for 1 h, washed with PBS containing 0.1% Triton X-100 (PBST) (3 × 15 min), incubated with blocking buffer (2% BSA, 0.1% Triton X-100, and 5% normal donkey serum in PBS) for 1 h and then incubated with primary antibodies for overnight at 4 °C. GH was detected using monkey anti-rat GH that cross-reacts with mGh. PRL was detected using rabbit anti-mouse PRL (National Hormone and Peptide Program, NIH) or goat anti-PRL antibody (ThermoFisher Scientific, PA5-47140). ACTH and TSHβ were detected using rabbit-anti-ACTH antibody or TSHβ antibody, respectively (National Hormone and Peptide Program, NIH). The secondary antibodies used were donkey anti-human, anti-rabbit, anti-goat antibodies (Jackson immnoResearch Inc). The slides were mounted as for the scRNA FISH.

For the combined IF/scRNA FISH studies, the RNA FISH was performed as described above and the slides were then equilibrated in PBST for 10 min at room temperature, blocked with blocking buffer containing 2 mmol/L ribonucleotide vanadate complex, and IF was performed as described above.

For the scRNA FISH and IF studies of disassociated single cells, the pituitaries were disassociated as described in the Drop-seq procedure followed by fixation in poly-lysine coated slides and the procedures for RNA and protein analyses were then performed as described above.

### Image analysis

Image capture were collected on a Leica TCS SP8 confocal microscope platform. The images were analyzed using ImageJ software (NIH).

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

## References

[CR1] Andersen B, Pearse RV, Jenne K, Sornson M, Lin SC, Bartke A, Rosenfeld MG (1995). The Ames dwarf gene is required for Pit-1 gene activation. Dev Biol.

[CR2] Andoniadou CL, Matsushima D, Mousavy Gharavy SN, Signore M, Mackintosh AI, Schaeffer M, Gaston-Massuet C, Mollard P, Jacques TS, Le Tissier P (2013). Sox2(+) stem/progenitor cells in the adult mouse pituitary support organ homeostasis and have tumor-inducing potential. Cell Stem Cell.

[CR3] Barbosa JA, Gill BM, Takiyyuddin MA, O’Connor DT (1991). Chromogranin A: posttranslational modifications in secretory granules. Endocrinology.

[CR4] Beliveau BJ, Boettiger AN, Avendano MS, Jungmann R, McCole RB, Joyce EF, Kim-Kiselak C, Bantignies F, Fonseka CY, Erceg J (2015). Single-molecule super-resolution imaging of chromosomes and in situ haplotype visualization using Oligopaint FISH probes. Nat Commun.

[CR5] Budry L, Balsalobre A, Gauthier Y, Khetchoumian K, L’Honore A, Vallette S, Brue T, Figarella-Branger D, Meij B, Drouin J (2012). The selector gene Pax7 dictates alternate pituitary cell fates through its pioneer action on chromatin remodeling. Genes Dev.

[CR6] Campbell JN, Macosko EZ, Fenselau H, Pers TH, Lyubetskaya A, Tenen D, Goldman M, Verstegen AM, Resch JM, McCarroll SA (2017). A molecular census of arcuate hypothalamus and median eminence cell types. Nat Neurosci.

[CR7] Camper SA, Saunders TL, Katz RW, Reeves RH (1990). The Pit-1 transcription factor gene is a candidate for the murine Snell dwarf mutation. Genomics.

[CR8] Cao D, Ma X, Cai J, Luan J, Liu AJ, Yang R, Cao Y, Zhu X, Zhang H, Chen YX (2016). ZBTB20 is required for anterior pituitary development and lactotrope specification. Nat Commun.

[CR9] Castrique E, Fernandez-Fuente M, Le Tissier P, Herman A, Levy A (2010). Use of a prolactin-Cre/ROSA-YFP transgenic mouse provides no evidence for lactotroph transdifferentiation after weaning, or increase in lactotroph/somatotroph proportion in lactation. J Endocrinol.

[CR10] Cawley NX, Li Z, Loh YP (2016). 60 YEARS OF POMC: biosynthesis, trafficking, and secretion of pro-opiomelanocortin-derived peptides. J Mol Endocrinol.

[CR11] Chen R, Wu X, Jiang L, Zhang Y (2017). Single-cell RNA-seq reveals hypothalamic cell diversity. Cell Rep.

[CR12] Cheung LYM, George AS, McGee SR, Daly AZ, Brinkmeier ML, Ellsworth BS, Camper SA (2018). Single-cell RNA sequencing reveals novel markers of male pituitary stem cells and hormone-producing cell types. Endocrinology.

[CR13] Childs GV (2000). Green fluorescent proteins light the way to a better understanding of the function and regulation of specific anterior pituitary cells. Endocrinology.

[CR14] Davis SW, Ellsworth BS, Perez Millan MI, Gergics P, Schade V, Foyouzi N, Brinkmeier ML, Mortensen AH, Camper SA (2013). Pituitary gland development and disease: from stem cell to hormone production. Curr Top Dev Biol.

[CR15] Davis SW, Keisler JL, Perez-Millan MI, Schade V, Camper SA (2016). All hormone-producing cell types of the pituitary intermediate and anterior lobes derive from Prop1-expressing progenitors. Endocrinology.

[CR16] Devnath S, Inoue K (2008). An insight to pituitary folliculo-stellate cells. J Neuroendocrinol.

[CR17] Durand D, Pampillo M, Caruso C, Lasaga M (2008). Role of metabotropic glutamate receptors in the control of neuroendocrine function. Neuropharmacology.

[CR18] Fletcher PA, Smiljanic K, Maso Prévide R, Iben J, Li T, Rokic MB, Sherman A, Coon SL, Stojilkovic SS (2019). Cell type-and sex-dependent transcriptome profiles of rat anterior pituitary cells. Front Endocrinol.

[CR19] Frawley LS, Boockfor FR (1991). Mammosomatotropes: presence and functions in normal and neoplastic pituitary tissue. Endocr Rev.

[CR20] Gage PJ, Brinkmeier ML, Scarlett LM, Knapp LT, Camper SA, Mahon KA (1996). The Ames dwarf gene, df, is required early in pituitary ontogeny for the extinction of Rpx transcription and initiation of lineage-specific cell proliferation. Mol Endocrinol.

[CR21] Gaylinn BD (2002). Growth hormone releasing hormone receptor. Recept Channels.

[CR22] Gill BM, Barbosa JA, Dinh TQ, Garrod S, O’Connor DT (1991). Chromogranin B: isolation from pheochromocytoma, N-terminal sequence, tissue distribution and secretory vesicle processing. Regul Pept.

[CR23] Hammer RE, Brinster RL, Rosenfeld MG, Evans RM, Mayo KE (1985). Expression of human growth hormone-releasing factor in transgenic mice results in increased somatic growth. Nature.

[CR24] Han X, Wang R, Zhou Y, Fei L, Sun H, Lai S, Saadatpour A, Zhou Z, Chen H, Ye F (2018). Mapping the mouse cell atlas by microwell-seq. Cell.

[CR25] Ho Y, Elefant F, Cooke N, Liebhaber S (2002). A defined locus control region determinant links chromatin domain acetylation with long-range gene activation. Mol Cell.

[CR26] Ho Y, Tadevosyan A, Liebhaber SA, Cooke NE (2008). The juxtaposition of a promoter with a locus control region transcriptional domain activates gene expression. EMBO Rep.

[CR71] Ho Y, Liebhaber SA, Cooke NE (2011). The role of the hGH locus control region in somatotrope restriction of hGH-N gene expression. Mol Endocrinol.

[CR27] Ho Y, Shewchuk BM, Liebhaber SA, Cooke NE (2013). Distinct chromatin configurations regulate the initiation and the maintenance of hGH gene expression. Mol Cell Biol.

[CR28] Hu P, Fabyanic E, Kwon DY, Tang S, Zhou Z, Wu H (2017). Dissecting cell-type composition and activity-dependent transcriptional state in mammalian brains by massively parallel single-nucleus RNA-seq. Mol Cell.

[CR30] Hu P, Liu J, Zhao J, Wilkins BJ, Lupino K, Wu H, Pei L (2018). Single-nucleus transcriptomic survey of cell diversity and functional maturation in postnatal mammalian hearts. Genes Dev.

[CR31] Ingraham HA, Lala DS, Ikeda Y, Luo X, Shen WH, Nachtigal MW, Abbud R, Nilson JH, Parker KL (1994). The nuclear receptor steroidogenic factor 1 acts at multiple levels of the reproductive axis. Genes Dev.

[CR32] Janknecht R (2010). Multi-talented DEAD-box proteins and potential tumor promoters: p68 RNA helicase (DDX5) and its paralog, p72 RNA helicase (DDX17). Am J Transl Res.

[CR33] Kelberman D, Rizzoti K, Lovell-Badge R, Robinson IC, Dattani MT (2009). Genetic regulation of pituitary gland development in human and mouse. Endocr Rev.

[CR34] Lamberts SW, Macleod RM (1990). Regulation of prolactin secretion at the level of the lactotroph. Physiol Rev.

[CR35] Lamolet B, Pulichino AM, Lamonerie T, Gauthier Y, Brue T, Enjalbert A, Drouin J (2001). A pituitary cell-restricted T box factor, Tpit, activates POMC transcription in cooperation with Pitx homeoproteins. Cell.

[CR36] Le Tissier PR, Hodson DJ, Martin AO, Romano N, Mollard P (2015). Plasticity of the prolactin (PRL) axis: mechanisms underlying regulation of output in female mice. Adv Exp Med Biol.

[CR37] Li S, Crenshaw EB, Rawson EJ, Simmons DM, Swanson LW, Rosenfeld MG (1990). Dwarf locus mutants lacking three pituitary cell types result from mutations in the POU-domain gene pit-1. Nature.

[CR38] Lin SC, Lin CR, Gukovsky I, Lusis AJ, Sawchenko PE, Rosenfeld MG (1993). Molecular basis of the little mouse phenotype and implications for cell type-specific growth. Nature.

[CR39] Liu NA, Liu Q, Wawrowsky K, Yang Z, Lin S, Melmed S (2006). Prolactin receptor signaling mediates the osmotic response of embryonic zebrafish lactotrophs. Mol Endocrinol.

[CR40] Macosko EZ, Basu A, Satija R, Nemesh J, Shekhar K, Goldman M, Tirosh I, Bialas AR, Kamitaki N, Martersteck EM (2015). Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell.

[CR41] Mayo KE, Hammer RE, Swanson LW, Brinster RL, Rosenfeld MG, Evans RM (1988). Dramatic pituitary hyperplasia in transgenic mice expressing a human growth hormone-releasing factor gene. Mol Endocrinol.

[CR42] Mayo KE, Miller T, DeAlmeida V, Godfrey P, Zheng J, Cunha SR (2000). Regulation of the pituitary somatotroph cell by GHRH and its receptor. Recent Prog Horm Res.

[CR43] Mayran A, Khetchoumian K, Hariri F, Pastinen T, Gauthier Y, Balsalobre A, Drouin J (2018). Pioneer factor Pax7 deploys a stable enhancer repertoire for specification of cell fate. Nat Genet.

[CR44] Michael SD, Kaplan SB, Macmillan BT (1980). Peripheral plasma concentrations of LH, FSH, prolactin and GH from birth to puberty in male and female mice. J Reprod Fertil.

[CR45] Nakajima T, Yamaguchi H, Takahashi K (1980). S100 protein in folliculostellate cells of the rat pituitary anterior lobe. Brain Res.

[CR46] Nakane PK (1970). Classifications of anterior pituitary cell types with immunoenzyme histochemistry. J Histochem Cytochem.

[CR47] Nishida Y, Yoshioka M, St-Amand J (2005). Sexually dimorphic gene expression in the hypothalamus, pituitary gland, and cortex. Genomics.

[CR48] Ohta K, Nobukuni Y, Mitsubuchi H, Fujimoto S, Matsuo N, Inagaki H, Endo F, Matsuda I (1992). Mutations in the Pit-1 gene in children with combined pituitary hormone deficiency. Biochem Biophys Res Commun.

[CR49] Peel MT, Ho Y, Liebhaber SA (2018). Transcriptome analyses of female somatotropes and lactotropes reveal novel regulators of cell identity in the pituitary. Endocrinology.

[CR50] Perez Millan MI, Brinkmeier ML, Mortensen AH, Camper SA (2016). PROP1 triggers epithelial-mesenchymal transition-like process in pituitary stem cells. Elife.

[CR51] Philips A, Maira M, Mullick A, Chamberland M, Lesage S, Hugo P, Drouin J (1997). Antagonism between Nur77 and glucocorticoid receptor for control of transcription. Mol Cell Biol.

[CR52] Radovick S, Nations M, Du Y, Berg LA, Weintraub BD, Wondisford FE (1992). A mutation in the POU-homeodomain of Pit-1 responsible for combined pituitary hormone deficiency. Science.

[CR53] Ragoczy T, Bender MA, Telling A, Byron R, Groudine M (2006). The locus control region is required for association of the murine beta-globin locus with engaged transcription factories during erythroid maturation. Genes Dev.

[CR54] Rizzoti K, Akiyama H, Lovell-Badge R (2013). Mobilized adult pituitary stem cells contribute to endocrine regeneration in response to physiological demand. Cell Stem Cell.

[CR55] Seuntjens E, Hauspie A, Roudbaraki M, Vankelecom H, Denef C (2002). Combined expression of different hormone genes in single cells of normal rat and mouse pituitary. Arch Physiol Biochem.

[CR56] Seuntjens E, Hauspie A, Vankelecom H, Denef C (2002). Ontogeny of plurihormonal cells in the anterior pituitary of the mouse, as studied by means of hormone mRNA detection in single cells. J Neuroendocrinol.

[CR57] Shekhar K, Lapan SW, Whitney IE, Tran NM, Macosko EZ, Kowalczyk M, Adiconis X, Levin JZ, Nemesh J, Goldman M (2016). Comprehensive classification of retinal bipolar neurons by single-cell transcriptomics. Cell.

[CR58] Smith MS, Fox SR (1984). Regulation of gonadotropin secretion during lactation. Arch Biol Med Exp.

[CR59] Stuart T, Satija R (2019). Integrative single-cell analysis. Nat Rev Genet.

[CR60] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, Hao Y, Stoeckius M, Smibert P, Satija R (2019). Comprehensive integration of single-cell data. Cell.

[CR61] Tanay A, Regev A (2017). Scaling single-cell genomics from phenomenology to mechanism. Nature.

[CR62] Theogaraj E, John CD, Christian HC, Morris JF, Smith SF, Buckingham JC (2005). Perinatal glucocorticoid treatment produces molecular, functional, and morphological changes in the anterior pituitary gland of the adult male rat. Endocrinology.

[CR63] Vazquez-Borrego MC, Gahete MD, Martinez-Fuentes AJ, Fuentes-Fayos AC, Castano JP, Kineman RD, Luque RM (2018). Multiple signaling pathways convey central and peripheral signals to regulate pituitary function: lessons from human and non-human primate models. Mol Cell Endocrinol.

[CR64] Villalobos C, Nunez L, Garcia-Sancho J (2004). Anterior pituitary thyrotropes are multifunctional cells. Am J Physiol Endocrinol Metab.

[CR65] Villalobos C, Nunez L, Garcia-Sancho J (2004). Phenotypic characterization of multi-functional somatotropes, mammotropes and gonadotropes of the mouse anterior pituitary. Pflugers Arch.

[CR66] Young MD, Behjati S (2018). SoupX removes ambient RNA contamination from droplet based single cell RNA sequencing data. BioRxiv.

[CR67] Zahuczky G, Kristof E, Majai G, Fesus L (2011). Differentiation and glucocorticoid regulated apopto-phagocytic gene expression patterns in human macrophages. Role of Mertk in enhanced phagocytosis. PLoS ONE.

[CR68] Zheng GX, Terry JM, Belgrader P, Ryvkin P, Bent ZW, Wilson R, Ziraldo SB, Wheeler TD, McDermott GP, Zhu J (2017). Massively parallel digital transcriptional profiling of single cells. Nat Commun.

[CR69] Zhu X, Gleiberman AS, Rosenfeld MG (2007). Molecular physiology of pituitary development: signaling and transcriptional networks. Physiol Rev.

[CR70] Zhu X, Tollkuhn J, Taylor H, Rosenfeld MG (2015). Notch-dependent pituitary SOX2(+) stem cells exhibit a timed functional extinction in regulation of the postnatal gland. Stem Cell Rep.

# Supplementary material for: Single-cell transcriptomic analysis of adult mouse pituitary reveals sexual dimorphism and physiologic demand-induced cellular plasticity
**Source:** Protein Cell. 2020 Mar 19;11(8):565–83. doi: 10.1007/s13238-020-00705-x

## Supplemental Figure Legends

### Figure S1. Standard model of anterior pituitary development and lineage specification

This diagram summarizes the standard model of pituitary lineage differentiation. The development of the mouse anterior pituitary from the oral ectoderm is driven by a complex array of signaling pathways and transcription factors, a subset of which are indicated. The adult pituitary is characterized by the presence of six terminally differentiated cell types, each defined by the expression of its corresponding hormone (Prl, prolactin; Gh, growth hormone; Tshb;  $\beta$  subunit of thyroid stimulating hormone; Lh $\beta$  and Fsh $\beta$ , the  $\beta$  subunits of the luteinizing and follicle stimulating hormones; POMC, proopiomelanocortin prohormone; ACTH, adrenocorticotrophic hormone;  $\alpha$ -MSH, melanocyte stimulating hormone). Differentiation of three lineages (lactotropes, somatotropes and thyrotropes) is specifically driven by, and dependent on, the POU-homeo domain transcription factor, Pou1f1. The remaining three lineages (corticotropes, melanotropes, and gonadotropes) are considered to be Pou1f1-independent.

### Figure S2. Cell type classification and comparison with data from the present and prior studies

- A. Dot plot of normalized expression level of top markers of each cluster.
- B. Heatmap of scaled one-to-one correlation efficient of cell type clusters of 8-wk WT mice between 2 single cell platforms. The asterisks indicate the best matched cell type between the two data sets.
- C. Our UMAP visualization of published data (Cheung, 2018) of 10,248 pituitary cells from seven-week-old C57BL/6 male mice analyzed by 10 x Genomics platform.
- D. Heatmap of scaled one-to-one correlation efficient of cell type clusters between the two 10 x Genomics studies. The asterisks indicate the best matched cell type between the two studies.

### Figure S3. Seurat integration of 18,405 pituitary cells from Dop-seq experiments.

### Figure S4. RNA FISH and IF analyses in adult pituitary tissue sections detect the presence of the multi-hormone cells at both mRNA and protein levels.

**A. RNA FISH demonstrates that the morphology of the adult pituitary is conserved in pituitary tissue sections.** This analysis was performed on pituitary tissue sections of 8-week old male and female mice.

**Left panel:** RNA FISH shows that the robust expression of the *Prl* mRNA (green) is restricted to the anterior lobe (AL).

**Middle panel:** RNA FISH shows the robust expression of the *Gh* mRNA (red) is restricted to the anterior lobe (AL).

**Right panel:** RNA FISH shows the broad expression of *Pomc* mRNA (grey) in the intermediate lobe (IL) and anterior lobe (AL).

**B. IF analysis of male and female adult mouse pituitary tissue sections reveals sexual dimorphism for FSH $\beta$  expression *in vivo*.**

**Left panel:** FSH $\beta$  protein (red) as detected by anti-FSH $\beta$  antibody in the pituitary tissue sections of male mice. Scale bar = 5  $\mu$ m.

**Right panel:** FSH $\beta$  protein (red) as detected by anti-FSH $\beta$  antibody in the pituitary tissue sections of female mice. Scale bar = 5  $\mu$ m.

**Histogram: analysis of male and female pituitary cells.** Pituitary tissue sections from 8-week old, sexually naïve male mice (n=2) were analyzed by IF. The histogram represents the percent of the total cell population positive for FSH $\beta$  in male pituitary (18.6%) and female pituitary (8.8%).

**C. IF analysis identifies cells co-expressing of TSH $\beta$  and GH proteins *in vivo*.**

IF was performed in the pituitary tissue sections of an 8-week old male mouse using antibodies specifically for GH (red in the left panel) and TSH  $\beta$  (green in the middle panel). The right panel is the merged IF images. Two TSH $\beta$  positive cells are indicated with arrows. One of these cells is also expressing high level GH (white arrow) while the other cell is expressing relative lower level of GH (yellow arrow).

**Histogram: Quantification of cells co-expressing TSH $\beta$  and GH proteins.** Of 64 TSH(+) cells detected in this study, 39 were also positive for GH (61%).

**Table S1. Summary of single cell RNA-seq data sets.**

**Table S2. List of marker genes in each cluster.**

**Table S3. Enriched GO terms of top 100 differentially expressed genes in lactation or transgenic mouse pituitary cell clusters**

# Figure S1

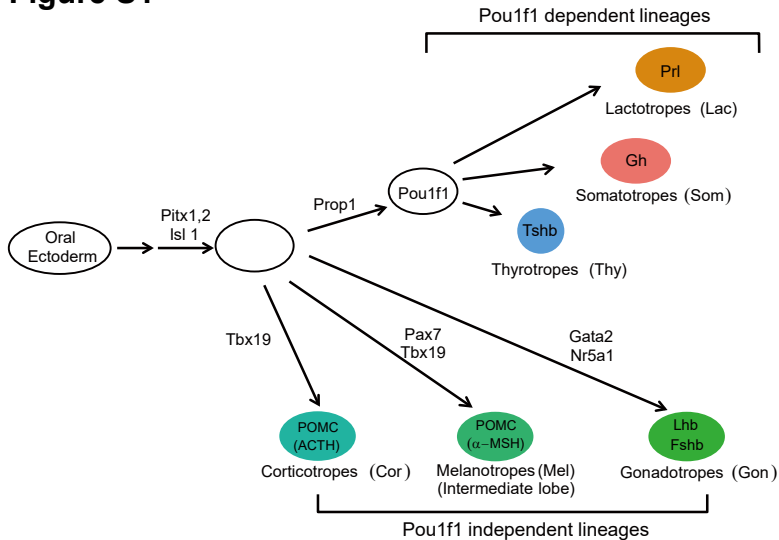

**Figure S2**

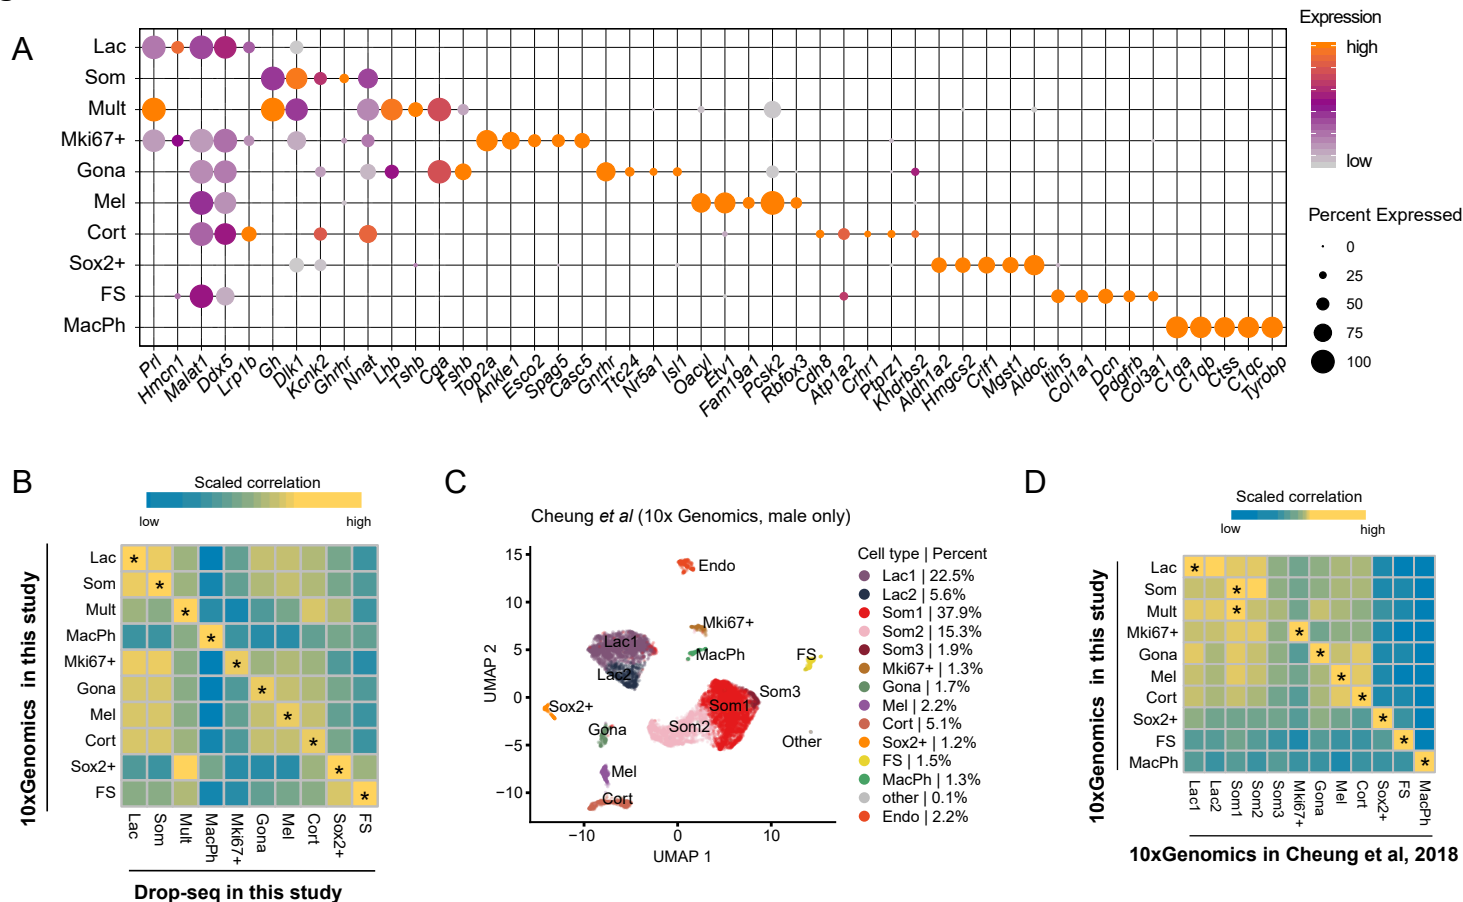

**Figure S3**

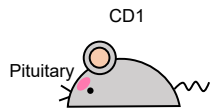

Drop-seq

8-wk-old WT (female, male)  
8-wk-old *mt/hGhrh* (female)  
13-wk-old *vigrin* (female)  
13-wk-old lactation (female)

Seurat3  
integration

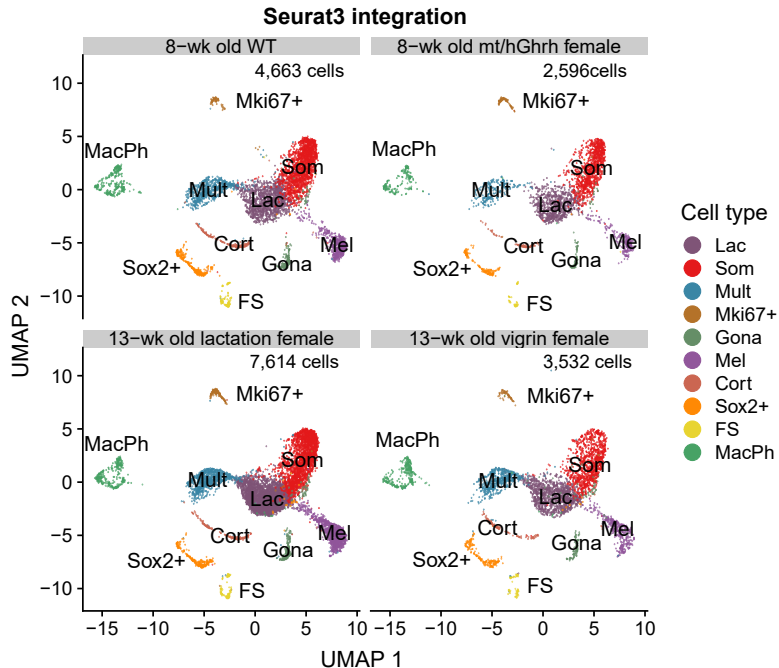

**Figure S4**

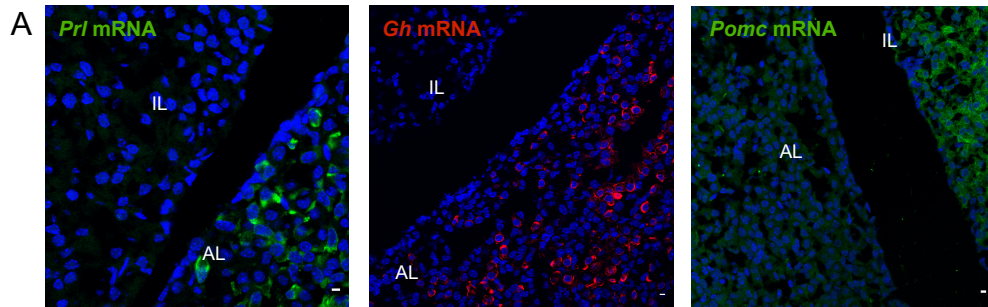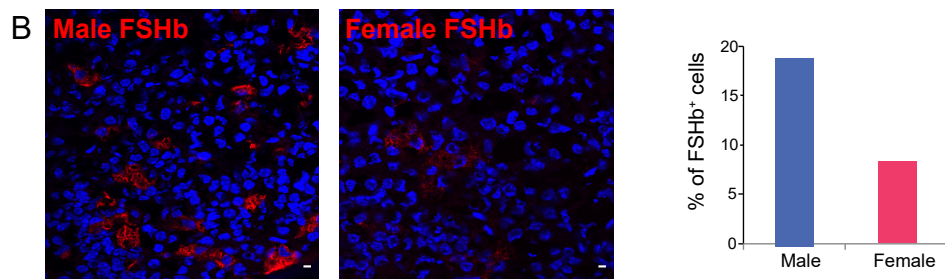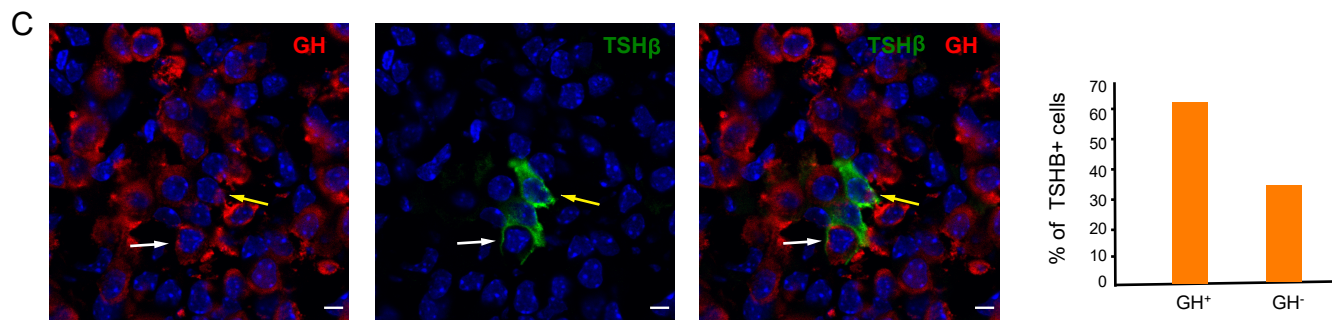

**Supplement:** Supplementary file 1 — Supplementary material 1

How the deposited data were processed for this re-analysis (not part of the article)

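The deposited tables are raw counts of UMIs (molecules) for each gene symbol and barcode, as deposited by the authors, with no normalization. Per the authors, Drop-seq reads had been aligned to mm10, counted on exons of Gencode vM13 from uniquely mapped reads, and UMIs within an edit distance of 1 had been merged before the counts were deposited. Per the authors, the 10X Genomics counts came from Cell Ranger, with version and reference not stated in the paper or the sample records. The 10X Genomics tables held 100000 barcodes each, with empty droplets among them. The reads were not used here, and genes are given by symbol, with coordinates from GENCODE vM21 on GRCm38 (mm10).

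Cells were kept by the paper's limits. Drop-seq cells needed at least 300 UMIs and 100 to 4000 genes, 10X Genomics cells more than 200 and fewer than 3000 genes, and all cells a mitochondrial share below 0.1. Genes seen in more than 10 cells entered the clustering. Whole clusters with a mean of more than 100 ribosomal pseudogene UMIs per 10000 UMIs were set aside before the clustering used throughout. These clusters came from the clustering on all variable genes, no limit was set on single barcodes, and the step was added after the data were seen.

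The deposited tables hold no cell types, so clusters were built again with Seurat 5.3.0 where the paper used version 3.0.0. Libraries of a platform were aligned by canonical correlation (30 dimensions, 2000 variable genes, 2 datasets for 10X Genomics and 6 for Drop-seq), and clustered on 15 principal components at resolution 1.6 (10X Genomics) or 25 at 0.4 (Drop-seq), as in the paper. A resolution of 0.8 was the alternative on both platforms. The plan was to leave the 42 genes the paper names out of the clustering. That clustering named no Som-like, Mki67+-like or Cort-like cells on the 10X Genomics platform and no Lac-like or Som-like cells by Drop-seq. The planned fallback, all variable genes, would have compared sizes of clusters defined by the compared genes. The clustering used throughout leaves out the 18 genes that the paper reports as changed between groups, or that follow sex, and was chosen after the clusters had been seen and ahead of any comparison between groups. Both planned clusterings are kept as alternatives.

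A cluster was named from fixed marker lists when at least 3 markers were raised (seen in a share of at least 0.03 of its cells and a log2 fold of at least 0.5 over the other cells). It stayed unnamed when its 10 leading genes held more markers of another class, or when ribosomal pseudogenes passed 150 per 10000. These limits were set after the clusters had been seen. Cluster names are rebuilt, so a difference from the paper may come from them. The paper's cluster of each cell was not available here.

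Scrublet (scanpy 1.11.5, expected rate 0.05) called 0 to 4 cells per library, so no cell was removed as a doublet, and leaving out the 5% highest scores was added as an alternative after the calls had been seen. Ambient RNA profiles came from 10X Genomics barcodes with at most 100 UMIs and from Drop-seq barcodes below the UMI limit. The Drop-seq ones held a mean of 92.0 to 267 UMIs in 7 libraries, against 29.0 and 24.4 on the 10X Genomics platform, so they may include cells with few UMIs and were not shown to be empty. Lactating replicate 2 had too few of these, and the profile of lactating replicate 1 was used for it. The ambient share was estimated from hormone UMIs in macrophage-like cells and subtracted in an alternative.

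For tests, UMIs were summed per library and class, with at least 20 cells needed, and tested with edgeR 4.0.16 (quasi-likelihood, TMM, low counts filtered, two-sided, Benjamini-Hochberg), with DESeq2 1.42.0 as an alternative. Cell numbers per class were tested the same way with the classified cells of the library as its size. Exact permutation tests on library shares are two-sided. For lactation and the transgenic mice the paper tested cells, and here the library is the unit. Replicate numbers of the 8-week libraries pair the sexes by batch, and in all 18 checks (6 classes, 3 pairs) the expression of the female and male library of a number, each taken as its difference from the mean of its sex, correlated above 0.1 (0.51 to 0.878), so a block by replicate number was run as an alternative. In a test with 4-fold changes put into 200 genes (172 in Gona-like and 129 in Cort-like cells), edgeR recovered 81.0% in Lac-like, 84.0% in Som-like, 88.0% in Mult-like, 75.5% in Mel-like, 75.0% in Gona-like and 55.0% in Cort-like cells for sex.

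The genes named in the text are those the paper names and, in each comparison and in Lac-like, Som-like, Mult-like and Gona-like cells, the 5 with the largest log2 fold change among those past the threshold whose libraries do not overlap between groups. Leading genes of clusters and Dio2 were named after their values were seen.

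For shares of cells with a gene, cells were also thinned to 300 or 500 UMIs (seed 7). Intervals on single libraries are 95% exact binomial (Clopper-Pearson) and cover counting error only. The copy of Table S2 held here ends early, and so no overlap or enrichment test was made on it. The earlier single-cell dataset the paper compares with, the gene ontology analysis and the imaging were not analysed here. Tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.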

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

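Of the tests in this part, those against doublets and on the Drop-seq barcodes led by ribosomal pseudogenes were chosen only after the result was seen.

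Barcodes led by ribosomal pseudogenes appeared in 5 of the 10 libraries, a signal outside the genes the paper discusses. They made up 6.08% of kept barcodes in WT 8-week female replicate 1 and 8.77% in male replicate 1 (10X Genomics), and 10.3% in male replicate 2, 14.7% in female replicate 3 and 5.9% in male replicate 3 (Drop-seq). In the 10X Genomics male these barcodes held a median of 19640 UMIs against 970 in the other kept cells, and in the female 2569 against 1235. By Drop-seq the medians lay near each other or lower. They were 664 against 665 in male replicate 2, 593 against 819.5 in female replicate 3 and 763.5 against 709 in male replicate 3. Doublets of pituitary cells are argued against on the 10X Genomics platform, since Malat1 reached at most 12.95 UMIs per 10000 in these barcodes and 1314 or more in the other cells of the same libraries. Reads from another organism in the library remain a candidate explanation. Mitochondrial coding UMIs in these barcodes were at most 0.0291 times those of the other barcodes of the library on the 10X Genomics platform and at most 0.194 times by Drop-seq, as such reads would give. Counts on pseudogenes relative to their parent genes were 0.0908 and 0.0817 in the 10X Genomics female and male, against 0.0165 and 0.0113 in the other cells, and 0.967 to 1.17 by Drop-seq against 0.207 to 0.247. Y-linked genes in the female Drop-seq library stood at 4.17 UMIs per 10000 in these barcodes and 0.0959 in the other cells. Depth was not the reason for setting them aside, and no biological explanation was tested. These barcodes entered no class.

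Ghrh UMIs were counted in the mt/hGhrh library, at 1.01 per 10000 over its classified cells, and in none of the 9 other libraries. The paper does not report on this gene in the sequencing data. Free RNA shared by all droplets is argued against as the whole source. The level in Mult-like cells was 2.65 per 10000 (2.25 to 3.09), and the interval in macrophage-like cells, 0.379 per 10000, ends at 0.825. Of 225 UMIs, 161 lay in 85 of 425 Mult-like cells. Still open are expression of the transgene in these cells, which the design names and which was not tested, and reads of the human transgene counted on the mouse gene, since the deposited counts do not tell the species of a read apart.

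Igha was counted at 1.96 UMIs per 10000 in the mt/hGhrh library, outside the genes the paper discusses. Free RNA is argued against, since macrophage-like cells held 17.5 Igha UMIs per 10000 and Mel-like cells none. A candidate explanation is a few cells of another type counted in the classes, as all 157 Igha UMIs of Mult-like cells lay in 1 barcode, and 163 of 167 Igkc UMIs. Those macrophage-like UMIs, 277 of Igha, also lay in 1 barcode. The calls of Igha and Igkc in Mult-like cells of this library therefore rest on 1 cell. A response of plasma cells to the transgene was not tested.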

How the results depend on the processing

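The clustering without the 18 compared genes, the alternative without the 5% highest doublet scores the 42-gene clustering for the share of Tshb cells and the mean UMIs without barcodes led by ribosomal pseudogenes were chosen only after the data were seen, as were the limits for naming clusters. The comparisons, their tests and all other alternatives were fixed before the data were examined. Leaving out Scrublet doublets was planned and not run, since 0% to 0.305% of cells were called, and leaving out libraries in turn was not run for percentages and levels. A class absent under an alternative has no value there, such as Som-like cells in the 42-gene clustering.

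Male and female shares. The Lac-like log2 ratio of males to females stayed negative (-1.09 to -0.21), and the Som-like (0.13 to 1.12) and Gona-like (0.29 to 0.97) ratios stayed positive, under every alternative run. Adjusted p passed 0.05 on all variable genes for Lac-like (-1.09), Som-like (1.12) and Gona-like cells (0.97, each adjusted p = 0.0347), and with the replicate block for Gona-like cells (0.79, adjusted p = 0.00925). Over all alternatives adjusted p ran from 0.0347 to 0.996 for Lac-like and Som-like cells, and from 0.00925 to 0.954 for Gona-like cells. The block changed no other share past the threshold. The cause was not tested.

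Genes between sexes. Without a filter on low counts, 53 genes were called in Lac-like (13 with it), 24 in Som-like (10), 25 in Mult-like (6) and 5 in Cort-like cells (1). With the replicate block 106 were called in Lac-like, 20 in Som-like, 17 in Mult-like, 23 in Mel-like (7 without it) and 5 in Cort-like cells. In Gona-like cells, 12 were called by DESeq2 and 4 in Drop-seq libraries only, against 24. Cort-like cells gave 3 on all variable genes and in the 42-gene clustering, 2 with at least 500 UMIs per cell and with ambient RNA subtracted, and 0 in Drop-seq libraries only. With single libraries left out the counts were 9 to 36 in Lac-like, 4 to 27 in Gona-like, 5 to 16 in Mel-like and 0 to 3 in Cort-like cells, with 36 without female replicate 3 and 4 without female replicate 1. Every gene called in Lac-like cells was also among the 106 of the block, in the same direction. Of 328 values for named genes under other alternatives, 296 kept direction and side, 19 passed the threshold and 13 no longer did. Of 189 with a library left out, 167 kept both, 7 passed and 15 no longer did. Fshb in Gona-like cells stayed positive (2.85 to 5.21), and failed the threshold in Drop-seq libraries only and without either 10X Genomics library, with adjusted p of at most 0.137. Drop-seq only and single libraries left out mean fewer samples. The cause of the other changes was not tested.

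Shares in lactation. Som-like cells turned to a log2 ratio of 0.12 with TMM on cell counts (adjusted p = 0.905), and Mult-like cells to 0.000321 in the 42-gene clustering (adjusted p = 1.00), and the cause was not tested. The other 43 values, and all 12 with a lactating library left out, kept direction and side, and adjusted p ran from 0.391 to 1.00 over the 6 classes tested.

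Genes in lactation. Lac-like cells gave 5 genes, and 2 by DESeq2, 11 without the filter on low counts and 72 with only the 13-week libraries. Som-like cells gave 1, and 2 on all variable genes, at the other resolution, without the 5% highest doublet scores and by upper quartile, 3 without the filter and with only the 13-week libraries, and 7 with ambient RNA subtracted (4 higher and 3 lower). Mult-like cells gave 1, and 2 at the other resolution and by DESeq2, 3 on all variable genes, with at least 500 UMIs and without the 5% highest doublet scores, 4 with only the 13-week libraries, 5 without the filter and 750 with ambient RNA subtracted (722 higher and 28 lower). Without one or the other lactating replicate, counts were 2 to 5 in Lac-like and 1 to 3 in Mult-like cells. With ambient RNA subtracted, Prl in Lac-like cells turned to -0.13 (adjusted p = 0.987) and Cwc22 in Mult-like cells to 4.51 (adjusted p = 0.193). Prl stayed above 0 in Som-like (0.45 to 1.24) and Mult-like cells (0.0026 to 0.84) and passed the threshold in no alternative. Lhb in Mult-like cells stayed negative (-3.80 to -2.78) with an adjusted p of 1.28e-06 to 0.891. In simulations for lactation in Mult-like cells, 18.8% of calls were false. The cause was not tested.

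Shares in the transgenic library. Mult-like cells turned to 0.0579 with at least 500 UMIs, and Lac-like cells to -0.10 on all variable genes, -0.31 at the other resolution and -0.0375 with at least 500 UMIs. Without WT female replicate 2 or 3 the Mult-like ratio was 0.57 or -0.71. The Som-like ratio stayed positive (0.16 to 0.50), with adjusted p of 0.6 to 0.975. The cause was not tested.

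Genes in the transgenic library. Lac-like cells gave 7, and 1 at the other resolution, 2 by DESeq2, 20 with at least 500 UMIs, 24 without the filter on low counts and 47 with ambient RNA subtracted (6 higher and 41 lower). Som-like cells gave 23, and 4 by DESeq2 and 74 with ambient RNA subtracted (18 higher and 56 lower). Mult-like cells gave 7, and 2 in the 42-gene clustering, 18 with only the female 8-week Drop-seq libraries, 40 without the filter and 543 with ambient RNA subtracted (56 higher and 487 lower). Without one WT female replicate, counts were 12 to 21 in Lac-like, 9 to 20 in Som-like and 15 to 94 in Mult-like cells. Gh in Lac-like cells turned to -0.02 by DESeq2 (-0.0161) and with only the female 8-week Drop-seq libraries (-0.0237), and ran from -0.66 to 1.40 without one WT replicate. Gh in Som-like cells ran from -0.755 to 0.0764, and Prl in Mult-like cells from -0.87 to 0.56 and turned to 0.17 with ambient RNA subtracted. Of 197 other values for named genes, 163 kept direction and side, 28 no longer passed the threshold and 3 passed. The cause was not tested.

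Classes. On all variable genes, 10X Genomics shares were 40.8% Lac-like, 16.2% Som-like, 12.8% Mult-like, 0.536% Mki67+-like, 7.18% Mel-like, 11.2% Cort-like and 1.54% Sox2+-like, and Drop-seq shares 22.9% Lac-like and 29.8% Som-like. At the other resolution the 10X Genomics libraries gave 34.6% Lac-like, 24.5% Som-like, 0.626% Mki67+-like, 8.06% Mel-like, 6.50% Cort-like and 0.802% Sox2+-like, and Drop-seq 24.7% Lac-like, 20.3% Som-like, 2.08% Mki67+-like, 6.43% Gona-like, 11.4% Mel-like, 1.87% Cort-like, 8.10% Sox2+-like and 2.58% FS-like. The 42-gene clustering gave 57.8% Lac-like, 6.88% Gona-like and 1.96% Sox2+-like on the 10X Genomics platform, and 31.7% Mult-like, 2.43% Mki67+-like, 16.8% Gona-like, 16.1% Mel-like, 10.97% Sox2+-like, 2.88% FS-like and 11.2% MacPh-like by Drop-seq. With at least 500 UMIs, Sox2+-like cells were 1.65% (10X Genomics) and Lac-like cells 29.4% (Drop-seq), and without the 5% highest doublet scores Sox2+-like cells were 1.92% (10X Genomics). The other 59 of 95 values moved by less than the spread between libraries. Cells left unnamed under the chosen limits differ by platform, as given at the clusters. The cause was not tested.

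Mean UMIs per cell of the 10X Genomics male were 2875, and 1503 without the barcodes led by ribosomal pseudogenes, which held 17100 UMIs on average. In the female, 2271 became 1685.

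Levels and co-expression. With at least 2 UMIs required, 10X Genomics cells with Gh and Prl were 90.5%, Mult-like cells with Pomc and Gh or Prl 98.6%, and by Drop-seq Pomc and Gh or Prl 89.3% and Tshb cells with Gh or Prl 97.2%. Mult-like cells with Lhb were then 33.9% and 18.1%, and with Tshb 15.6% and 5.36% (10X Genomics and Drop-seq). Thinned to 500 UMIs, Lhb was seen in 26% and 23.4% and, on the 10X Genomics platform, Tshb in 11.4%. On all variable genes 10X Genomics Pou1f1 was 10.0 in Lac-like, 8.01 in Som-like, 3.10 in Mult-like and 12.9 in Mki67+-like cells, and in the 42-gene clustering 9.84 in Lac-like and 3.16 in Mult-like cells. Lhb in Gona-like cells of the 42-gene clustering was 5.80 (10X Genomics) and 3.65 (Drop-seq). The Mult-like share of Tshb cells was 51.9% on all variable genes, 72.4% with at least 2 UMIs and 55.3% in the 42-gene clustering on the 10X Genomics platform, and 59.4% in the 42-gene clustering by Drop-seq. Requiring more UMIs lowers a share by construction, and the cause of the other changes was not tested. The number of 10X Genomics classes that matched best with the same Drop-seq class was 9, and 8 over all genes.

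The subtraction of ambient RNA in Drop-seq libraries rests on barcodes under 300 UMIs, with a mean of 92.0 to 267 UMIs, which were not shown to be empty. Its changes to the counts of genes are therefore uncertain.

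Depth limits what these libraries show. Median UMIs per cell were 534 to 1246, so a share of cells with a gene near 1 UMI per 10000 follows depth. Separately, the 4-fold changes recovered in simulations were 22.5% to 88.0% of genes. This recovery differed by comparison, in Mult-like cells 88.0% for sex, 32.5% for lactation and 22.5% for the transgenic library. Whether depth plays a part in it was not tested.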

Differences from the paper's values

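A gap counts here where one value is more than 1.5 times the other and, for shares, the 2 lie further apart than the SD between libraries (for a single library, than the 95% interval). An alternative closes a gap where one of these no longer holds, which brings the value nearer and need not make it equal.

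Shares of cells. The alternatives named here were set before the data were examined, while the clustering without the 18 compared genes was chosen after the clusters had been seen. Cluster names are rebuilt, so the same name need not cover the same cells. The paper gives 5.4% Mult cells on the 10X Genomics platform, and 16.7% were found here. None of the alternatives came to the paper's value: all variable genes gave 12.8%, the 42-gene clustering 16.0%, the other resolution 15.0% and at least 500 UMIs 16.3%. For Mki67+ cells the paper shows about 0.6% in Fig. 1B, read by eye, against 2.32%, and all variable genes (0.536%) and the other resolution (0.626%) closed the gap, while at least 500 UMIs (2.35%) did not. Sox2+ cells are 1.1% in the paper and 1.81% here, with the gap closed on all variable genes (1.54%), at the other resolution (0.802%) and with at least 500 UMIs (1.65%, just within the factor of 1.5), and left by the 42-gene clustering (1.96%).

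In 8-week Drop-seq libraries the paper shows about 31% Som cells in Fig. 1D, read by eye, against 16.0% here, with 29.8% on all variable genes, which closed the gap, and 20.3% (other resolution) and 17.8% (at least 500 UMIs), which did not. Male Lac cells are about 18% in the paper's Fig. 2B, read by eye, and 28.7% here, closed on all variable genes (18.5%), while the other resolution (24.7%) and at least 500 UMIs (24.6%) stayed above the paper's value but within the factor of 1.5. Male Som cells are about 38% in the paper's Fig. 2B, read by eye, and 22.0% here, closed on all variable genes (33.5%) and left at the other resolution (24.3%) and with at least 500 UMIs (23.6%).

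Among the 13-week females, the paper gives 9.7% Mult cells in lactation against 15.8% here, closed on all variable genes (12.95%) and left by the 42-gene clustering (39.2%), the other resolution (14.9%) and at least 500 UMIs (17.03%). Som cells are about 26% in the virgin and about 25% in lactation in the paper's Fig. 5B, read by eye, against 12.6% and 11.9% here. All variable genes closed these gaps (22.1% and 20.5%), and the other resolution (16.9% and 16.5%) and at least 500 UMIs (13.1% and 12.5%) did not. Gona cells in lactation are about 2.7% in the paper's Fig. 5B, read by eye, against 1.56% here, closed on all variable genes (2.42%) and at the other resolution (3.73%), and left by the 42-gene clustering (11.3%) and at least 500 UMIs (1.66%).

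In WT female Drop-seq libraries the paper gives 22.6% Som cells against 13.6% here, closed on all variable genes (22.1%), still lower but within the factor of 1.5 at the other resolution (15.9%), and left with at least 500 UMIs (14.9%). For the mt/hGhrh library the paper gives 35.2% Som cells against 16.0%, closed on all variable genes (30.7%) and left at the other resolution (22.5%) and with at least 500 UMIs (17.5%). Its Mult share is 8.1% in the paper and 15.9% here, closed on all variable genes (11.9%) and left by the 42-gene clustering (32.3%), the other resolution (15.2%) and at least 500 UMIs (20.6%). Its Lac share is 27% in the paper and 40.95% here, closed on all variable genes (29.4%), at the other resolution (24.4%) and with at least 500 UMIs (32.4%).

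Other measures. Table S2 of the paper, of which only the opening part is held, gives 0.583 as the share of Mult cells with Tshb, against 0.302 here, 0.316 on all variable genes and 0.319 in the 42-gene clustering, all of which differ. The paper's text gives the same figure, 58.3%, with this table as its source, as the share of Tshb cells in the Mult cluster. On that reading the value here was 56.6%, and which of the 2 measures is meant is open. Mean UMIs per cell of the 10X Genomics male are 1355 in the paper's Table S1 and 2875 here. Without the barcodes led by ribosomal pseudogenes, an alternative chosen after seeing the values, the mean was 1503, which closed the gap.

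Genes called between sexes. Here libraries were tested, and the paper names no test for this comparison. Numbers of the paper are read by eye from Fig. 2C, whose legend also sets a limit on log fold change that was not used here. In Lac cells it shows about 25 genes higher in males against 5 here, a gap closed without a filter on low counts (26) and without female replicate 3 (17), and about 41 lower against 8, closed by the replicate block (49). In Som cells it shows about 27 lower against 4, with no alternative that closed the gap (3 to 12). In Mult cells about 10 are higher against 3, closed without the filter (12) and by the block (9). In Gona cells about 5 are lower against 9, closed in the 42-gene clustering, by DESeq2 and without the filter (5 each). In Mel cells about 10 are higher against 5, closed without the filter (8), by the block (15) and without female replicate 2 (11) or male replicate 2 (12), and about 10 are lower against 2, closed by the block (8). In Cort cells about 3 are higher against 0 (edgeR, with 8 genes at an unadjusted p under 0.05 in both directions and 1 called by DESeq2), closed by 2 on all variable genes, in the 42-gene clustering, by the block and without female replicate 1, and by 3 without the filter, and about 3 are lower against 1, closed without the filter (2) and by the block (3). All other alternatives set in advance left these gaps.

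Genes called in lactation. In the paper's Fig. 5C, read by eye, Lac cells have about 61 genes higher and about 22 lower against 1 and 4 here, Som cells about 59 and about 5 against 0 and 1, and Mult cells about 11 and about 11 against 0 and 1 (edgeR, with 223 genes in Som and 138 in Mult cells at an unadjusted p under 0.05, and 1 and 2 called by DESeq2). None of the alternatives set in advance closed these gaps.

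Genes called in the transgenic library. In the paper's Fig. 5F, read by eye, Lac cells have about 20 genes higher against 6 here, closed with at least 500 UMIs (18), without the filter (17) and without WT female replicate 2 (16), and about 54 lower against 1, closed with ambient RNA subtracted (41). Som cells have about 32 higher against 21, closed on all variable genes (22), with at least 500 UMIs (24), without the filter (28) and with only the female 8-week libraries (24), and about 80 lower, a number partly covered in the figure, against 2, closed with ambient RNA subtracted (56). Mult cells have about 11 lower against 0 (edgeR, with 648 genes at an unadjusted p under 0.05 and 5 called by DESeq2), closed without the filter (16) and with only the female 8-week libraries (11). All other alternatives set in advance left these gaps.

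Genes and directions. The paper reports higher Prl in Som, Lac and Mult cells and higher Chgb in lactation. Here Prl (0.94, 0.51 and 0.64 log2) and Chgb (0.75 in Lac-like cells) rose without passing the threshold, and no setting called them. The paper reports lower Lhb in Mult cells of lactating mice. Here Lhb fell (-3.06, adjusted p = 0.0871) and was called on all variable genes, at the other resolution, with at least 500 UMIs, without the 5% highest doublet scores (chosen after seeing the values), by DESeq2, without the filter on low counts, with ambient RNA subtracted and with only the 13-week libraries, and when adjusted over the list alone. In mt/hGhrh mice the paper reports higher Gh in Lac and Mult cells and lower Prl and Pomc in Mult cells, and no setting called these here over all genes tested (Gh 0.04 and 0.37, Prl -0.37, Pomc -1.70), while Pomc passed when adjusted over the list alone. Lhb, which the paper reports lower there, was called by DESeq2, without the filter, with ambient RNA subtracted and without WT female replicate 3, and when adjusted over the list alone. The paper reports Scg2 higher in male Lac and Mult cells, and here Scg2 was called in Lac-like cells only with the replicate block (0.91) over all genes tested, and when adjusted over the list alone, and in Mult-like cells in neither way. Spp1, higher in male Mult cells in the paper, was not tested here for low counts.

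The paper reports fewer Lac cells in mt/hGhrh than in WT females, and here their share was higher (log2 ratio 0.13), with the paper's direction on all variable genes (-0.10), at the other resolution (-0.31) and with at least 500 UMIs (-0.0375). Ddah1, a Mult gene in the paper, was higher in 10X Genomics Mult-like cells (0.160 against 0.143 UMIs per 10000) by less than the spread between libraries. Across platforms, 10X Genomics Som-like cells correlated most with Drop-seq Lac-like cells (0.868). The paper finds no cluster for thyrotropes, and at resolution 0.8 a Drop-seq cluster led by Dio2 and Tshb was seen here, with Tshb in 50 of its 284 cells.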

Other observations

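Of the tests in this part, those on hormone shares and scores of doublets, on barcodes dominated by 1 hormone gene in some libraries, on a like number of hormone UMIs per droplet, on Cwc22 and on other splits of the sexes were chosen only after the result was seen.

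Mult-like cells held Gh, Prl, Pomc, Lhb and Tshb UMIs together on both platforms. Free RNA that gives all droplets of a library a like number of hormone UMIs is argued against, because Mult-like barcodes held on average at least 9.67 times the Gh, Prl and Pomc UMIs of macrophage-like barcodes in every library. Droplets that hold mostly ambient RNA stay open. The Mult-like profile was the closest to the barcodes below the limits for cells in 7 of 9 libraries, but in the virgin and mt/hGhrh libraries it was further from them (correlations of 0.806 and 0.778) than the Lac-like profile (0.959 and 0.909). In these 2 libraries those barcodes held a mean of 261 and 267 UMIs and were not shown to be empty. Malat1 and Meg3 lay lower in Mult-like than in Lac-like and Som-like cells in all 10 (90.7 to 566 against 722 to 3360 UMIs per 10000). Doublets of hormone cells are argued against as the source of the whole class, since hormone genes took at least 1.29 times the share of UMIs they took in any other hormone class, and a pair of cells cannot exceed both of its members. Doublets as a part of the class stay open. Median UMIs were higher in Mult-like than in Lac-like and Som-like cells in 10 of 10 libraries, and a larger share of Mult-like cells was in the top 5% of doublet scores, also in 10 of 10 (4.64% to 12.1% against 0% to 5.71%), with macrophage-like cells at 3.51% to 12.8%. Pooling of barcodes dominated by 1 hormone gene each stays open in all libraries. Most Mult-like barcodes drew on 2 or more of Gh, Prl and Pomc in 6 libraries and on 1 in 4. Macrophage-like barcodes, which do not make these hormones, drew on 2 or more in 10.8% to 86.7%, above Mult-like ones in 5 of 8 libraries. Free RNA or doublets may give such values, so they decide nothing. Also open is a difference in the kind of RNA captured. With the hormone genes left out, the nuclear transcripts Neat1 and Miat lay lower in Mult-like than in Lac-like and Som-like barcodes in 10 of 10 libraries (0.726 to 1.98 against 1.85 to 5.45 UMIs per 10000), and macrophage-like cells lay near Mult-like ones (0.691 to 2.83). Lac-like and Som-like barcodes may therefore hold more nuclear and less cytoplasmic RNA. Genes longer than 100 kb lay lower in Mult-like barcodes in 9 of 10 libraries. A separate multi-hormone state of these cells, as the paper proposes, stays open as well and was not tested apart from these explanations.

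Cwc22 differed between libraries in every class. In all 10 classes the 3 high Drop-seq libraries (WT 8-week males, replicates 2 and 3, and the virgin) lay at 1.86 to 19.2 UMIs per 10000, above the 5 other Drop-seq libraries at 0 to 0.884. Over all classified cells the 10X Genomics male lay at 0.841. Classes of 1 library went together in 10 of 10 classes, as any cause that acts on a whole library would give. A strain or donor variant against the reference is a candidate explanation, which these values do not tell apart from other such causes. Sex alone is argued against, since the virgin female was among the 3 high libraries and the 10X Genomics male lay low. Lactation is argued against for the 8-week libraries, none of which came from lactating mice. A smaller part for either was not tested. The calls of Cwc22 between sexes and in lactation may reflect the libraries or their donors.

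Splits of the 6 WT 8-week libraries into 3 and 3 number 10, so a count of splits cannot exclude chance here whatever its outcome, and it says nothing on single genes. In Lac-like, Som-like and Gona-like cells 1 of 10 splits, the real one, called as many genes, and in Gona-like cells, with 24 genes between the sexes, the 9 other splits called none. In Mult-like, Mel-like and Cort-like cells 2 of 10 did. The other split in these 3 classes set female replicates 1 and 2 and male replicate 2 against the rest, and so parted the Drop-seq batches, with 11 genes in Mult-like, 7 in Mel-like and 1 in Cort-like cells, against 6, 7 and 1 between the sexes. Blocked by replicate number, 17, 23 and 5 genes were called between the sexes. Of the 4 splits that part all 3 pairs of a replicate number, as sex does, the 3 others called 0 genes in each of the 6 classes. No share under 0.1 is possible with 3 libraries of each sex. Xist, Eif2s3y and Ddx3y, whose difference between sexes follows from the chromosomes, were among the genes called in Lac-like, Som-like, Mult-like and Gona-like cells.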
